# Type II alveolar epithelial cell aryl hydrocarbon receptor protects against allergic airway inflammation through controlling cell autophagy

**DOI:** 10.3389/fimmu.2022.964575

**Published:** 2022-07-22

**Authors:** Ji Wang, Yilin Zhao, Xin Zhang, Wei Tu, Rongjun Wan, Yingchun Shen, Yan Zhang, Ruchik Trivedi, Peisong Gao

**Keywords:** asthma, cockroach allergen, aryl hydrocarbon receptor, autophagy, AT2 cells

## Abstract

**Rationale:**

Aryl hydrocarbon receptor (AhR), a ligand-activated transcription factor, has been considered as an important regulator for immune diseases. We have previously shown that AhR protects against allergic airway inflammation. The underlying mechanism, however, remains undetermined.

**Objectives:**

We sought to determine whether AhR specifically in type II alveolar epithelial cells (AT2) modulates allergic airway inflammation and its underlying mechanisms.

**Methods:**

The role of AhR in AT2 cells in airway inflammation was investigated in a mouse model of asthma with AhR conditional knockout mice in AT2 cells (*Sftpc-Cre;AhR^f/f^*). The effect of AhR on allergen-induced autophagy was examined by both *in vivo* and *in vitro* analyses. The involvement of autophagy in airway inflammation was analyzed by using autophagy inhibitor chloroquine. The AhR-regulated gene profiling in AT2 cells was also investigated by RNA sequencing (RNA-seq) analysis.

**Results:**

*Sftpc-Cre;AhR^f/f^* mice showed exacerbation of allergen-induced airway hyperresponsiveness and airway inflammation with elevated Th2 cytokines in bronchoalveolar lavage fluid (BALF). Notably, an increased allergen-induced autophagy was observed in the lung tissues of *Sftpc-Cre;AhR^f/f^* mice when compared with wild-type mice. Further analyses suggested a functional axis of AhR-TGF-β1 that is critical in driving allergic airway inflammation through regulating allergen-induced cellular autophagy. Furthermore, inhibition of autophagy with autophagy inhibitor chloroquine significantly suppressed cockroach allergen–induced airway inflammation, Th2 cytokines in BALFs, and expression of autophagy-related genes LC3 and Atg5 in the lung tissues. In addition, RNA-seq analysis suggests that autophagy is one of the major pathways and that *CALCOCO2/NDP52* and *S1009* are major autophagy-associated genes in AT2 cells that may contribute to the AhR-mediated cockroach allergen–induced airway inflammation and, subsequently, allergic asthma.

**Conclusion:**

These results suggest that AhR in AT2 cells functions as a protective mechanism against allergic airway inflammation through controlling cell autophagy.

## Introduction

Asthma is a leading serious chronic illness of children and adults worldwide, and its prevalence has reached unprecedented levels over the past few decades (1). Environmental allergen exposure has been considered to be one of the major risk factors for asthma (2). Of these, cockroach allergen is one of the major sources of indoor allergens and can give rise to Immunoglobulin E (IgE) sensitization and, subsequently, development of asthma (3–5). Furthermore, a recent study suggested that serum IgE levels specific to cockroach allergen were correlated with Th2 polarization (6). However, it remains unclear about the biological mechanisms underlying the cockroach allergen exposure-induced Th2-associated airway inflammation in asthma. Airway epithelium is the first line of defense against inhaled allergens. Interaction of airway epithelium with allergens leads to the release of inflammatory mediators, resulting in inappropriate recruitment of immune cells and skewing of downstream immune responses. However, the mechanisms underlying the allergen-induced mediator release from epithelial cells are still not completely understood.

The aryl hydrocarbon receptor (AhR) is a ligand-activated transcription factor widely expressed in barrier organs, such as airway, gut, and skin (7, 8), and in different cell types [e.g., DCs, Th17 and Treg cells, ILCs, and mesenchymal stem cells (MSCs)] (9–12). AhR is originally characterized for its function in the metabolism of environmental toxicants such as dioxins and many other polycyclic aromatic hydrocarbons (PAHs) (13–16). Recent studies have suggested a central role for AhR as an environmental sensing molecule in cell growth, cell differentiation, cell immune responses, and respiratory function (17–21). Not surprisingly, AhR has emerged as an attractive therapeutic target for different diseases including asthma (14–16, 22). Indeed, AhR has been associated with environmental pollutant–induced allergic airway inflammation (18, 23–25) and reactive oxygen species (ROS)-dependent mast cell degranulation and activation (26, 27). Our previous findings have suggested that benzo(a)pyrene (BaP, a ubiquitous air pollutant) co-exposure with Der f 1 (a common allergen to human) exacerbated AhR signaling pathway that regulates the co-exposure–induced airway epithelial cell oxidative stress and cytokine release (28, 29). Furthermore, our recent study demonstrated that epithelial AhR is essential in protecting against cockroach allergen–induced ROS generation, NLRP3 inflammasome activation, and Muc5ac expression (30). However, the specific role of AhR signaling in regulating allergic airway inflammation and its precise mechanisms has not been fully elucidated.

Autophagy is an the endogenous housekeeping process in maintaining cell homeostatic process by delivering damaged proteins and redundant cellular organelles to lysosomes for degradation during cellular stress (2). Evidence shows that autophagy is critical in shaping cellular immune responses and progression of inflammatory diseases. It was found that autophagy was increased in peripheral blood cells and sputum granulocytes from severe asthmatic patients (31). The increased autophagy has also been associated with asthma pathological processes such as extracellular matrix deposition, airway remodeling, and immune dysregulation (32–35). Previously, we found that inhibition of autophagy led to attenuated cockroach allergen–induced airway epithelial ROS generation, cytokine release, and subsequent allergic airway inflammation, suggesting a role for autophagy in promoting asthma development (36). However, it remains unclear how cellular autophagy is regulated in the pathogenesis of asthma.

In the present study, we focused on type II alveolar epithelial cells (AT2) to determine whether AhR, specifically in AT2 cells, is involved in regulating cellular autophagy and, subsequently, allergic airway inflammation. In particular, we generated AhR conditional knockout mice in AT2 cells (*Sftpc-Cre;AhR^f/f^*) and investigated the role of AhR specifically in AT2 cells in cockroach allergen–induced airway inflammation. We then uncovered a unique role for AhR in regulating allergen-induced cellular autophagy by both *in vivo* and *in vitro* analyses. We further elucidated an overexpression of autophagy in the lung tissues of asthma mouse model and inhibition of autophagy suppressed allergic airway inflammation. Most importantly, RNA sequencing (RNA-seq) analysis identified autophagy to be one of the most AhR-regulated biological processes in AT2 cells. Further analyses suggest that *CALCOCO2* and *S100a9* are the major AhR-regulated autophagy-associated genes. Overall, this study provides evidence that AhR regulates allergen-induced autophagy that may contribute to the protective mechanism of AhR signaling against allergic airway inflammation.

## Methods

### Mice

*Sftpc-Cre;AhR^f/f^* mice on the C57BL/6 background were generated by cross-breeding *Sftpc-cre* with *AhR^f/f^* mice in this study. *Sftpc-cre* mice were provided by Michael A. O’Reilly at the University of Rochester Medical Center (Rochester, NY, USA), and *AhR^f/f^* mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). All mice were maintained under specific pathogen–free conditions at the animal facility of the Johns Hopkins University School of Medicine. The animal care and experiments were performed in compliance with the institutional and US National Institutes of Health guidelines and were reviewed and approved by the Johns Hopkins University Animal Care and Use Committee. All mice were used at 6–8 weeks of age, and all experiments used age- and sex-matched controls.

### Cockroach allergen–induced asthma mouse model

The cockroach allergen–induced asthma mouse model was established with the protocol as illustrated in **Figure 1A**. Briefly, mice were sensitized by intra-tracheal (i.t.) inhalation of 20 µg of cockroach extract (CRE, B46, GREER Laboratories) per mouse in 50 μl of Phosphate-Buffered Saline (PBS) under light anesthesia with isoflurane and challenged with the same amount of CRE. Control mice were treated with PBS. Mice were sacrificed, and samples [lung tissues, bronchoalveolar lavage fluid (BALF), and blood] were collected on the next day after the last allergen challenge (30). In particular, BALF was harvested by two consecutive flushes of the lung with 1.0 ml of ice-cold PBS. Blood was taken to screen for serum antibodies against cockroach allergen. In some cases, mice were pre-treated with autophagy inhibitor chloroquine (CLQ; C6628, 60 mg/kg, Sigma-Aldrich, St. Louis, MO, USA) or saline vehicle control by intraperitoneal administration 1 h before every single allergen challenge.

**Figure 1:**
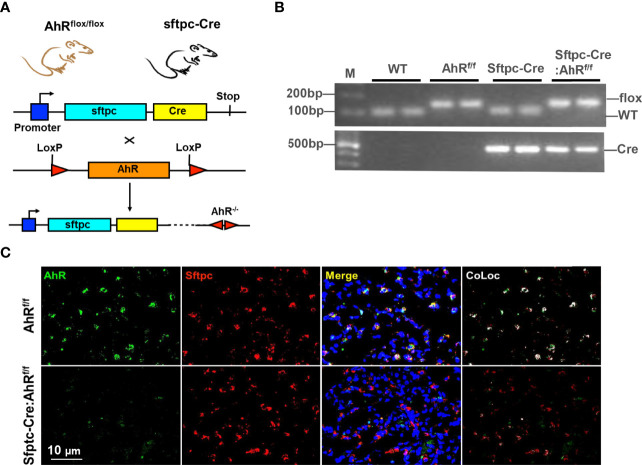
Generation of type II alveolar epithelial cell–specific AhR knockout mice. **(A)** Schematic representation of the crossbreeding of a floxed AhR mouse (*AhR^f/f^*) with a Sftpc-cre mouse. **(B)** Confirmation of *Sftpc-cre: AhR^f/f^* mice by genotyping. **(C)** AhR deletion in AT2 cells of *Sftpc-cre: AhR^f/f^* mice was confirmed by co-immunostaining with Sftpc and AhR in the lung tissues.

### Airway hyperresponsiveness

Mice were anesthetized with a ketamine (90 mg/kg)/xylazine (18 mg/kg) mixture, and a tracheotomy tube was inserted. Ventilation was initiated with a volume-cycled ventilator (Flexivent; SCIREQ Scientific) with a positive-end expiratory pressure of 2 cmH2O). Airway responsiveness was monitored by challenging mice with a dose-dependent aerosolized methacholine (0–30 mg/ml). The airway resistance was measured with the Flexivent software and exported to Pulmodyn data-acquisition software (Hugo Sachs Electronic) for data analysis (37).

### Histological analysis

Mouse lungs were perfused with 10 ml of ice-cold PBS injected into the right ventricle followed by excision, fixed with 4% formalin, and embedded in paraffin. Sections (4 µm) were then prepared from these paraffin-embedded lungs and subjected to hematoxylin and eosin (H&E) and periodic acid–Schiff (PAS) staining to evaluate general morphology and mucus production as previously described (30).

### Flow cytometry analysis

Single-cell suspensions were prepared from BALFs, and total cells in BALFs were counted by Countless II (ThermoFisher). Cellular differential percentages in BALFs were measured by flow cytometry on an Accuri C6 Plus Flow Cytometer (BD Biosystems), and the data were analyzed with FlowJo software (Tree Star Inc.) as previously described (38).

### Immunofluorescence staining

Immunofluorescence staining was performed as previously reported (37). Briefly, sectioned lung tissues were first blocked using 5% w/v BSA at room temperature for 1 h, followed by incubation with the primary antibodies as listed in the online repository (**Supplementary Table 1**) overnight at 4°C. The sample sections were then incubated with secondary antibodies conjugated with fluorescence at room temperature for 1 h. Isotype-matched negative control antibodies were used under the same conditions. The sections were mounted with the Fluoromount Mounting medium (Sigma) with DAPI (4′,6-diamidino-2-phenylindole) (ThermoFisher) and then observed by a NIKON ECLIPSE Ti-U microscope equipped with DS-Fi2 camera (NIKON, USA).

### Enzyme-linked immunosorbent assay

Interleukin-4 (IL-4), IL-5, Interferon-gamma (IFN-γ), IL-17A, IL-25, and Transforming growth factor-beta 1 (TGF-β1) in cell-free BALF or supernatant were quantified by using the Ready-Set-Go! ELISA (ThermoFisher) according to the manufacturer’s instructions. Serum levels of cockroach allergen–specific IgE and IgG1 were analyzed by Enzyme-linked immunosorbent assay (ELISA) as previously described (36).

### Cell culture and treatment

Human bronchial epithelial cells (HBEC3-KT, ATCC CRL-4051) were cultured in Ham’s F-12K (Kaighn’s) medium supplemented with 10% v/v FBS and 1% penicillin‐streptomycin. The cells were maintained at 37°C in a humidified atmosphere at 5% CO_2_. HBECs were treated with cockroach extract (CRE, Greer Laboratory) alone or pre-treated with AhR agonist TCDD (Sigma, 45899; 1.0 µM) or antagonist CH-223191 (Sigma, C8124; 10 µM) or vehicle controls 1 h before CRE treatment.

### Isolation of mouse alveolar type 2 cells

Mouse AT2 cells were isolated from *AhR^fl/fl^* mice and *Sftpc-Cre;AhR^flox/flox^* mice as previously reported (38). Briefly, mice were euthanized with ketamine and xylazine intraperitoneally. Lung tissues from these mice were digested with Dispase (50 units/ml, Gibco) at room temperature for 45 min and then incubated with AT2 isolation medium consisting of a 1:1 mixture of Dulbecco’s modified Eagle’s medium (DMEM) and Ham’s F-12 (DMEM/F-12; Sigma) supplemented with 0.01% DNase I (Sigma), sodium penicillin G (100 U/ml), and streptomycin (100 µg/ml). The mixed cells were filtered through cell strainers; stained with biotinylated anti-CD16/32, anti-CD45, anti-Ter119, and anti-Sca-1 (BioLegend); and incubated at 37°C shaking incubator for 30 min. These cells were further negatively selected with streptavidin-conjugated magnetic beads for 30 min at room temperature. Cells were centrifuged for 10 min at 300*g* at 4°C and incubated on dishes pre-coated with mouse IgG. After incubation for 2 h, non-adherent cells were collected, centrifuged, and re-suspended with AT2 isolation medium.

### RNA-seq analysis

RNA-seq libraries were prepared for sequencing using an Illumina TruSeq stranded mRNA sample preparation kit following the manufacturer’s recommended procedure. Briefly, total RNA was extracted using the RNeasy Mini Kit (QIAGEN). mRNA was enriched using oligo dT beads and then fragmented chemically by incubating at 94°C for 8 min. cDNA was synthesized with SuperScript II. After purification using AMPure XP beads, the double-stranded cDNA was ligated to TruSeq RNA adapters followed by 15 cycles of amplification and library purification. Sequencing was performed on an Illumina NextSeq6000. RNA-seq reads were aligned to the mouse reference genome GRCm38 using STAR aligner version 2.7.2b. BAM file outputs from STAR were annotated using Partek Genomic Suite (v6.6) and the RefSeq database. The gene expression levels were defined as counts by Salmon (39) and then normalized by log_2_-transformed counts per million (CPM, edgeR version 3.34.1) (40). Different expression analyses were performed with multiple linear regression models and empirical Bayes moderation embedded in the limma-trend approach (limma version 3.48.3) (40). Genes with absolute log_2_ fold change [abs(log_2_FC)] > 0.5 and *p* < 0.05 were defined as differentially expressed genes (DEGs). Gene set enrichment analyses was performed by the clusterProfiler 4.0 version 4.0.5 (41). Up- or downregulated DEGs were visualized by ComplexHeatmap (version 2.8.0) and ggplot2 (version 3.3.5) (42). All RNA-seq–based downstream analyses and visualizations were performed in R version 4.1.2. (see RNA-seq data used for analysis in **Supplementary Materials**).

### Transfection of siRNA

AhR knockdown in HBECs was accomplished by using a pre-designed MISSION siRNA small interfering RNA pair (Sigma-Aldrich, SASI_Hs01_00140198). siRNA transfection was performed with Lipofectamine™ RNAiMAX (ThermoFisher) following the manufacturer’s instruction, whereas control cells received negative control siRNA. Cells were cultured for 48 h, and transfection efficiency was evaluated by quantitative real-time PCR and Western blot.

### RNA isolation and quantitative real-time PCR analysis

Total RNA from lung tissues or HBECs was isolated using the Monarch Total RNA Miniprep Kit (New England Biolabs), and cDNAs were synthesized with the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher). Quantitative real-time PCR analysis was performed using the Power SYBR Green PCR Master Mix (ThermoFisher) on an ABI Prism 7300 detection system. Data were analyzed using the 2^−ΔΔCT^ method relative to the housekeeping gene Actin (43). Primer sequences are provided in the Online Repository (see **Table E1**).

### Western blotting

Tissues or cells were lysed with an radioimmunoprecipitation assay (RIPA) buffer containing protease and phosphatase inhibitor cocktails (Sigma-Aldrich). Protein concentrations were measured by using a BCA kit (Thermo Fisher). An equal amount of total protein (20–50 µg) was loaded onto a 4%–12% Tris-Glycine Gel in NuPAGE MOPS SDS Running Buffer (Thermo Fisher Scientific) and then transferred using the iBlot2 NC Stack System (ThermoFisher). The membranes were blocked in 5% non-fat milk in Tris buffered saline with Tween® 20 (TBST) for 1 h at room temperature and then probed with primary antibodies overnight at 4°C. Species-appropriate secondary antibodies conjugated to IRDye 680RD or IRdye 800CW (LI-COR Biosciences) were used according to the manufacturer’s instructions. Detection was performed using iBright 1500 Imaging Systems, and fluorescent intensity was quantified using the system built in IBright Analysis Software (Thermo Fisher Scientific).

### Statistical analysis

All statistical analyses were carried out using GraphPad Prism version 8.2.1 (GraphPad Software, La Jolla, CA, USA). All data are presented as means ± SEM. Comparison of two groups was performed by student’s two-tailed unpaired t-test. Comparison of more than two groups was performed by ordinary one-way ANOVA followed by Tukey’s *post hoc* test. *P* < 0.05 was considered statistically significant.

## Results

### Generation of type II alveolar epithelial cell–specific AhR knockout mice

Airway epithelial cells are the first line of defense against inhaled particulate antigens, and epithelial activation is one of the characteristics of asthma (44). We have found that expression of AhR was significantly increased in the airways of asthmatic patients (45) and the mouse model of asthma (12). To determine the significance of epithelial AhR in cockroach allergen–induced asthma, we deleted AhR selectively from type II alveolar airway epithelium (AT2) by crossing floxed AhR mice (*AhR^f/f^*) with *Sftpc-cre* mice that express the Cre recombinase in AT2 cells from the endogenous promoter/enhancer elements of the surfactant protein C (Sftpc) locus (*Sftpc-Cre; AhR^f/f^*, **Figure 1A**). The mice were confirmed by genotyping (**Figure 1B**). The deletion of AhR in AT2 cells was further confirmed by co-immunostaining with AhR and Sftpc in the lung tissues (**Figure 1C**). Thus, these mice represent an ideal mouse model to examine the functional role of AhR in AT2 cells in allergic airway inflammation.

### Type II alveolar epithelial cell AhR protects against allergic airway inflammation

Next, we used these newly generated *Sftpc-Cre;AhR^f/f^* mice to create an asthma mouse model by using our previous protocol as illustrated in **Figure 2A**. Histological analysis demonstrated that CRE-treated *Sftpc-Cre;AhR^f/f^* mice had an increased recruitment of inflammatory cells to the lung with dense peribronchial infiltrates (**Figure 2B**, upper panel) and goblet cell hyperplasia (**Figure 2B**, lower panel) as compared with *AhR^f/f^* mice. Consistently, these *Sftpc-Cre;AhR^f/f^* mice showed a significant increase in airway resistance (**Figure 2C**) and decrease in airway compliance (**Figure 2D**). Compared with *AhR^f/f^* mice, the total inflammatory cells, especially eosinophils, were remarkably increased in the BALFs of *Sftpc-Cre;AhR^f/f^* mice (**Figure 2E**). Higher levels of cockroach allergen–specific IgE and IgG1 were observed in serum of CRE-treated *Sftpc-Cre;AhR^f/f^* (**Figure 2F**). Furthermore, *Sftpc-Cre;AhR^f/f^* mice had higher levels of IL-4 and IL-5 in BALFs (**Figure 2G**). In contrast, no clear change was observed for IFN-γ, IL-17, and IL-25. Collectively, these findings indicate that AhR in AT2 cells protects against cockroach allergen–induced airway hyperresponsiveness and Th2-associated allergic airway inflammation.

**Figure 2:**
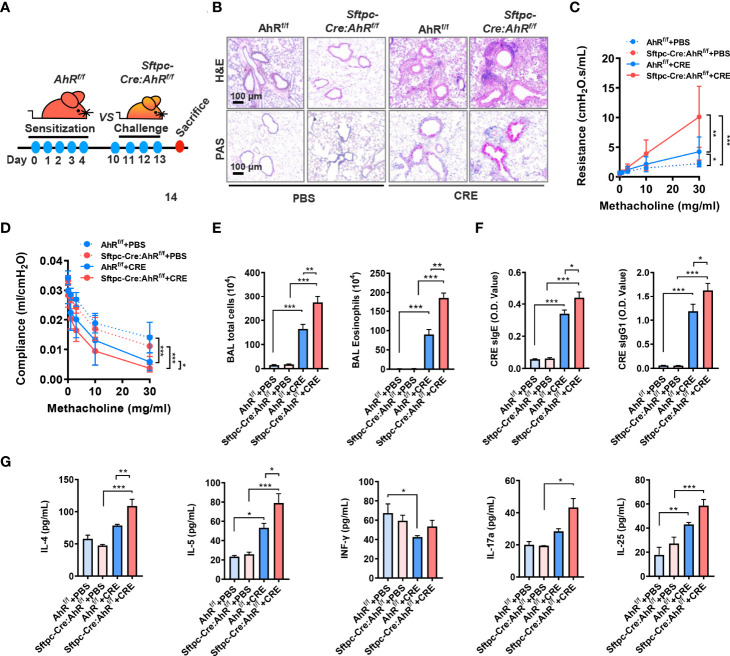
Type II alveolar epithelial cell AhR protects against airway hyperresponsiveness and allergic airway inflammation. **(A)** Experimental scheme for cockroach allergen–induced mouse model of asthma. **(B)** Histological examination of mouse paraffin lung sections stained with hematoxylin and eosin (H&E, upper panel) and Alcian Blue periodic acid–Schiff (AB-PAS, lower panel). **(C, D)** Lung resistance **(C)** and compliance **(D)** in response to increasing concentrations of methacholine using the forced oscillation technique (FlexiVent, SCIREQ). **(E)** Bronchoalveolar lavage (BAL) fluid total and eosinophil cell counts as assessed by flow cytometry. **(F)** Serum levels of cockroach allergen–specific IgE and IgG1. **(G)** Levels of cytokines in BALFs. n = 8–10. Data represent means ± SEM. *p < 0.05, **p < 0.01, and ***p < 0.001.

### Type II alveolar epithelial cell AhR protects against allergen-induced autophagy in a mouse model of asthma

Previously, we have demonstrated that excessive autophagy is critical in cockroach allergen–induced ROS generation, cytokine release, and subsequent allergic airway inflammation (36). To determine whether epithelial AhR regulates cockroach allergen–induced autophagy, we detected expression of autophagy-related genes in the lung tissues of CRE-induced mouse model with *AhR^f/f^* or *Sftpc-Cre;AhR^f/f^* mice. Compared with PBS-treated mice, increased expression of LC3A, Atg5, and p62 was seen in the lung tissues of CRE-sensitized and challenged mice as analyzed by RT-PCR (**Figure 3A**). Interestingly, compared with *AhR^f/f^* mice, the increased expression of ILC3A, LC3B, and Beclin-1 was further enhanced in CRE-treated *Sftpc-Cre;AhR^f/f^* mice. The increased autophagy was specifically confirmed in AT2 cells by co-immunofluorescent staining. The CRE-treated *Sftpc-Cre;AhR^f/f^* mice showed a significantly increased expression of LC3B in AT2 cells compared with *AhR^f/f^* mice (**Figure 3B**). Similar patterns were noted for Beclin-1 and ATG5, indicating that AhR in AT2 cells protects against cockroach allergen–induced autophagy.

**Figure 3:**
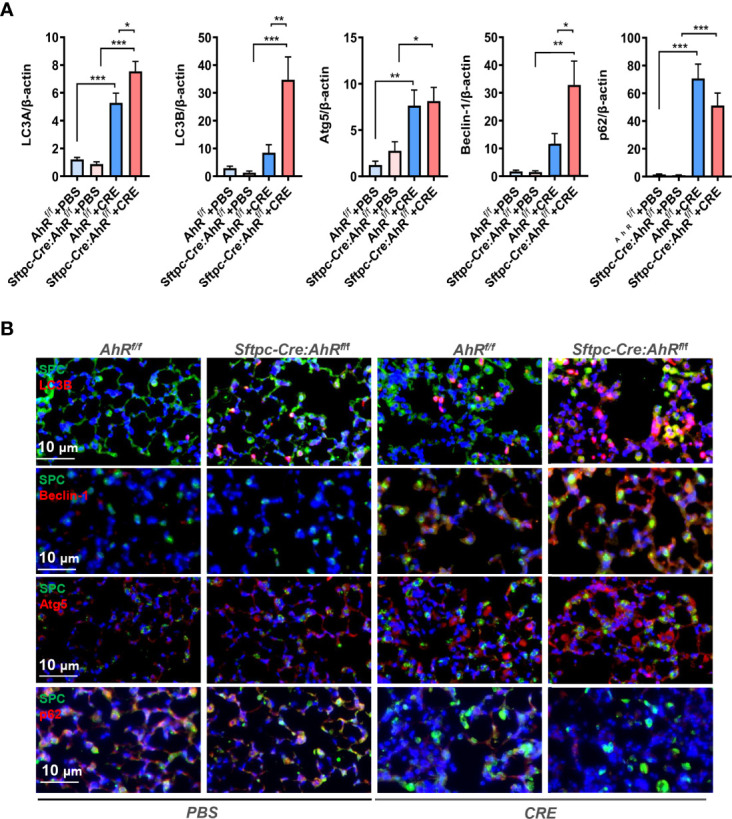
Type II alveolar epithelial cell AhR protects against allergen-induced autophagy in a mouse model of asthma. **(A)** RT-PCR analyses of autophagy-related genes in the lung tissues of asthma mouse model. n = 8–12. **(B)** Representative images of co-immunofluorescence staining of autophagy-related genes with AT2 marker SPC. n = 6. Data in **(A)** represent means ± SEM. *p < 0.05, **p < 0.01, and ***p < 0.001.

### Aryl hydrocarbon receptor modulates allergen-induced autophagy in human bronchial epithelial cells

To further confirm the functional significance of AhR in modulating autophagy, we investigated whether AhR knockdown can affect cockroach allergen–induced autophagy by *in vitro* analysis. AhR was knocked down in HBECs by using different doses of siRNA, and siRNA at 100 pmol showed the best deletion of AhR as assessed by RT-PCR (**Figure 4A**). AhR knockdown was further confirmed by Western blot (**Figure 4B**). As expected, immunostaining analysis illustrated that CRE exposure induced autophagy in HBECs as assessed by the increased expression of LC3 (**Figures 4C, D**), ATG5 (**Figures 4C, E**), and Beclin-1 (**Figures 4C, F**) but decreased expression of p62 (**Figures 4C, G**). Of interest, the increased expression of LC3 (**Figures 4C, D**), ATG5 (**Figures 4C, E**), and Beclin-1 (**Figures 4C, F**) was further enhanced in HBECs with AhR knockdown. To visualize the regulation of autophagy by AhR, we transfected either a GFP-LC3 or p62-mCherry construct in HBECs and then treated them with AhR antagonist CH223191. As shown in **Figure 4H**, the autophagic flux induced by CRE was increased according to the number of LC3 puncta (**Figures 4H, I**). The increased autophagy was potentiated in HBECs pre-treated with AhR antagonist CH223191. In contrast, expression of p62 was significantly reduced in HBECs treated with CRE in relative to PBS. No statistical difference was observed for HBECs with or without CH223191 pre-treatment (**Figures 4H, J**). Taken together, our *in vitro* analysis supports that epithelial AhR regulates cockroach allergen–induced autophagy.

**Figure 4:**
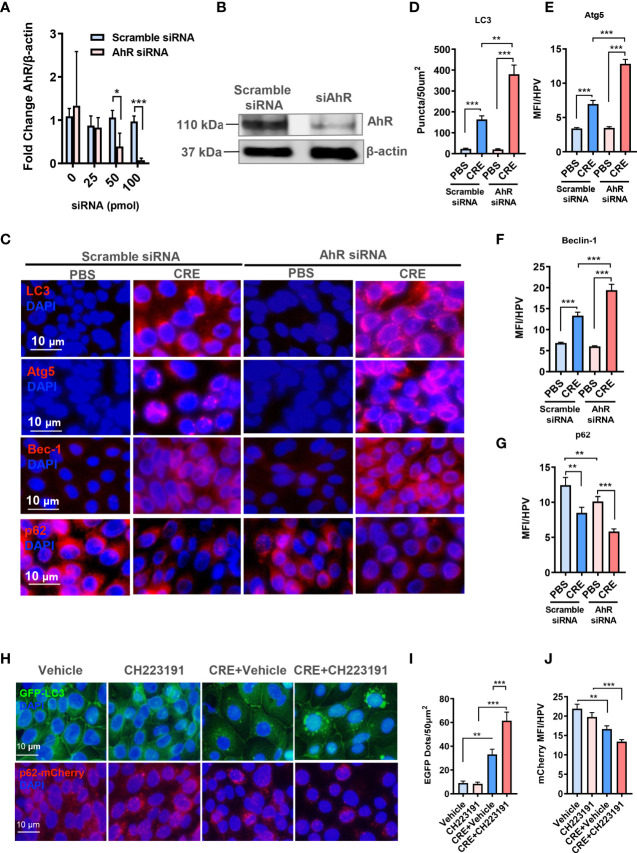
Aryl hydrocarbon receptor modulates allergen-induced autophagy in human bronchial epithelial cells (HBECs). **(A)** RT-PCR confirmation of AhR knockdown in HBECs by using different doses of AhR siRNA. **(B)** AhR knockdown in HBECs with 100-pmol AhR siRNA was further confirmed by Western blot. **(C)** Representative images of immunofluorescence staining of autophagy-related genes in HBECs with or without AhR knockdown. n = 6. **(D–G)** Quantification of immunofluorescence staining for autophagy-related genes LC3 **(D)**, Atg5 **(E)**, Beclin-1 **(F)**, and p62 **(G)** in HBECs with or without AhR knockdown. n = 12. **(H)** Representative immunofluorescence images of CRE-treated HBECs expressing GFP-LC3 or p62-mCherry in the presence or absence of AhR antagonist CH223191. **(I)** Quantitative analysis of autophagic flux according to the number of LC3 puncta (GFP dots/50 µm^2^). **(J)** Quantitative analysis of p62-mCherry florescent signal in **(H)**. n = 12 [four different high-power fields (hpfs) of three independent experiments]. Data represent means ± SEM. *p < 0.05, **p < 0.01, and ***p < 0.001.

### Inhibition of autophagy attenuates allergic airway inflammation

Given the significance of autophagy in AT2 cell AhR-modulated allergic airway inflammation, we asked whether inhibition of autophagy can suppress cockroach allergen–induced airway inflammation by using autophagy inhibitor CLQ in our mouse model following the protocol illustrated in (**Figure 5A**). CLQ is the most widely used classic inhibitor of autophagy that inhibits the last stage of autophagy (46). Consistent with our previous or current findings, CRE exposure induced airway inflammation when compare with PBS treatment. When these CRE-treated mice were pre-exposed to CLQ, the CRE-induced airway inflammation was significantly attenuated. In particular, CLQ pre-treatment inhibited CRE-induced peribronchial inflammation (H&E) (**Figure 5B**, upper panel) and goblet cell hyperplasia (PAS) (**Figure 5B**, lower panel). These CLQ-treated mice also showed reduced numbers of total inflammatory cells, particularly eosinophils in BALFs (**Figure 5C**). Moreover, cockroach allergen specific IgE and IgG1 in serum (sIgE and sIgG1) were reduced in mice treated with CLQ (**Figure 5D**). Furthermore, CLQ treatment led to the significant reduction in the levels of IL-4, IL-5, IL13, IFNγ, and TGF-β1 in BALFs (**Figure 5E**). Furthermore, as expected, treatment with CLQ attenuated CRE-induced expression of LC3A, LC3B, and Atg5 but led to the accumulation of p62 (**Figure 5F**). These results further support that inhibition of autophagy can prevent cockroach allergen–induced Th2-associated airway inflammation.

**Figure 5:**
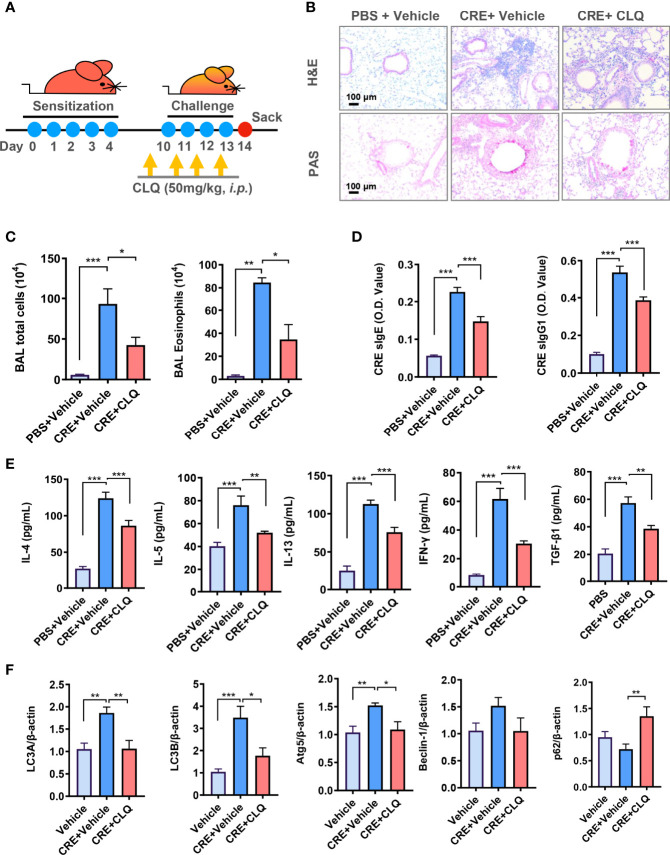
Inhibition of autophagy attenuates allergic airway inflammation. **(A)** Experimental scheme for cockroach allergen–induced mouse model of asthma in the presence or absence of autophagy inhibitor chloroquine (CLQ). **(B)** Histological examination of mouse paraffin lung sections stained with hematoxylin and eosin (H&E, upper panel) and periodic acid–Schiff (PAS, lower panel). **(C)** Bronchoalveolar lavage (BAL) fluid total and eosinophil cell counts as assessed by flow cytometry. **(D)** Serum levels of cockroach allergen–specific IgE and IgG1. **(E)** Levels of cytokines in BALFs. **(F)** RT-PCR analyses of autophagy-related genes in the lung tissues of asthma mouse model. n = 10. Data represent means ± SEM. *p < 0.05, **p < 0.01, and ***p < 0.001.

### TGF-β1 is required in AhR-mediated cockroach allergen–induced autophagy

We have previously reported that AhR modulates allergen-induced epithelial TGF-β1 secretion and signaling activation (29). We hypothesized that TGF-β1 may be a key player in AhR-mediated cockroach allergen–induced autophagy. AhR in HEBCs was knocked down by siRNA s illustrated in (**Figures 4A, B**). These HBECs were exposed to CRE for 24 h, and levels of TGF-β1 in supernatants were measured by ELISA. As noted, cockroach allergen exposure induced significant levels of TGF-β1 release from HBECs (**Figure 6A**). Of interest, the TGF-β1 release was enhanced in HEBCs with AhR knockdown. These findings provide further evidence that AhR modulates cockroach allergen–induced epithelial TGF-β1 secretion. To determine the role of TGF-β1 in autophagy, HBECs were treated with different doses of recombinant TGF-β1 for 24 h, the expression of autophagy-associated genes was detected by RT-PCR. Significantly increased LC3A and Atg5, but reduced p62 expression was observed in TGF-β1–treated HBECs (**Figure 6B**). No clear change was noted for Beclin-1. To further investigate whether TGF-β1 is required in cockroach allergen–induced autophagy, TGF-β1 neutralizing antibody (α-TGF-β1) was used to remove TGF-β1 in supernatants of CRE-treated HBECs. Intriguingly, the CRE-induced increased expression of LC3A, LC3B, Atg5, and Beclin-1 was almost completely attenuated in α-TGF-β1 pre-treated HBECs (**Figure 6C**). In contrast, α-TGF-β1 treatment induced increased expression of p62 that was reduced in CRE-treated HBECs. These findings support the hypothesis that TGF-β1 is essential in AhR-mediated cockroach allergen–induced autophagy.

**Figure 6:**
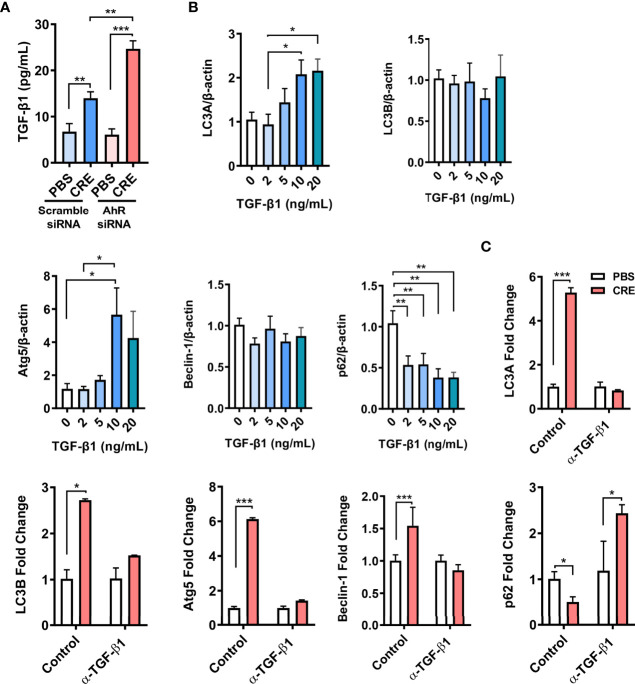
TGF-β1 is required in AhR-mediated cockroach allergen–induced autophagy. **(A)** ELISA analysis of TGF-β1 levels in supernatants of cockroach allergen (CRE)–treated HEBCs with or without AhR siRNA knockdown. **(B)** Expression of LC3A, LC3B, Atg5, Beclin-1, and p62 in the recombinant TGF-β1–treated HBECs at different concentrations. **(C)** Expression of LC3A, LC3B, Atg5, Beclin-1, and p62 in cockroach allergen (CRE-treated) HBECs in the presence or absence of TGF-β1 neutralizing antibody (α-TGF-β1). Data represent means ± SEM of at least two independent experiments. *p < 0.05, **p < 0.01, and ***p < 0.001.

### RNA-seq analysis identifies autophagy as one of the major AhR-regulated signaling pathways in AT2 cells

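RNA-seq was carried out on type II alveolar epithelial (AT2) cells from *AhR f/f* mice, which carry a floxed *AhR* gene, and from *Sftpc-Cre;AhR f/f* mice, in which Cre recombinase made by AT2 cells deletes part of that gene. The cells were cultured for 24 h with PBS or with cockroach extract (CRE) at 50 µg/ml, and 3 libraries were sequenced for each of the 4 groups. The authors aligned the reads to the mouse genome GRCm38 with STAR and defined gene expression as counts by Salmon. The deposited values are a count and an FPKM for each of 55450 genes in each library. The counts are whole numbers that were not normalized, and the paper's text does not say how whole numbers were reached. The total count per library in *AhR f/f* cells ranged from 68878065 to 78769872 with PBS (median 73979556) and from 75824203 to 78715838 with CRE (median 75874716). In *Sftpc-Cre;AhR f/f* cells it ranged from 74087474 to 80935797 with PBS (median 76243148) and from 73326817 to 78722441 with CRE (median 76738282). At these depths a gene with no count could have had up to 3 counts, or 0.0365 to 0.0446 CPM, and this limit covers counting error only. The counts were normalized with edgeR's TMM method, whose factors lay between 0.969 and 1.03. Genes too low for testing were removed with filterByExpr at a minimum count of 10, which left 20612 genes. Expression is given as CPM after TMM, as the mean ± SD of the 3 libraries of a group. All 12 libraries entered 1 fit, and 2 tests were applied to each comparison. The first was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a threshold of 0.05. The SE printed with a log2 fold change is the absolute fold change on that scale divided by the square root of this test's F statistic. It restates the test and was not estimated separately. The second followed the paper's rule for differentially expressed genes, an unadjusted p below 0.05 from limma-trend and an absolute log2 fold change above 0.5, and it is called the paper's rule from here on. The paper's text names no filter on low counts and does not say which libraries entered each fit. In simulated counts of 3 libraries against 3, the first test called 131 of 200 changed genes and 3 of 19729 unchanged genes. The paper's rule called 178 of the 200 changed genes. In a simulated comparison without any change, the paper's rule called 656 of 19929 genes (3.29%) and the first test called 0. The simulated libraries were independent, whereas CRE and PBS libraries of the same number resembled each other. The 3.29% is therefore not the chance level of the CRE responses. The changed genes were drawn from the more expressed genes only, so the numbers of them called do not hold for genes of low counts. Because 3 libraries were compared with 3, an exact permutation test of a single gene cannot give a p below 0.1.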

To further examine the underlying mechanisms by which epithelial AhR modulates allergic airway inflammation, we analyzed the transcriptional profiles of AT2 cells isolated from the lungs of *AhR^f/f^* and *Sftpc-cre;AhR^f/f^* mice that were treated with CRE (50 µg/ml) for 24 h. The pattern of the up- and downregulated genes is illustrated by heatmap. First comparisons were made in AT2 cells treated with either PBS or CRE. 

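In AT2 cells from *AhR f/f* mice, 848 of the 20612 genes met the paper's rule with CRE, 495 higher and 353 lower than with PBS. They made up 4.11% of the genes tested, and their median p after Benjamini-Hochberg adjustment in limma-trend was 0.369. Requiring that adjusted p to be below 0.05 was the alternative that moved this count most, to 48 genes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 48 genes were differentially expressed, 45 higher and 3 lower, and the smallest adjusted p was 9.4e-04. An unadjusted p below 0.05 was found for 1929 genes, where chance alone gives 1031 if the libraries are independent. DESeq2 moved the number of edgeR calls most, to 409. With the CRE and PBS libraries of the same replicate number treated as pairs, edgeR called 157 genes. Without replicate 1, 2 or 3 of the PBS-treated cells it called 28, 20 and 19 genes, without replicate 2 or 3 of the CRE-treated cells 20 and 22, and without replicate 1 of the CRE-treated cells 49. In 3397 genes (16.5%) the 3 CRE libraries did not overlap the 3 PBS libraries, against 10% by chance if the libraries are exchangeable. CRE and PBS libraries of the same number resembled each other, so neither chance value holds strictly here. All 24 genes read from Figure 7A met the paper's rule in the direction shown there. *Cxcl2* (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938 of GRCm38) rose from 3.92 ± 2.44 CPM with PBS to 41.8 ± 11.7 CPM with CRE (SD, n = 3). Its log2 fold change was 3.41 (SE 0.44, adjusted p = 0.0109 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 0.0661 and 0.0607 without PBS replicate 2 or 3. *Ccl20* (ENSMUSG00000026166, chromosome 1, 83116766 to 83119167) rose from 1.44 ± 0.648 to 8.40 ± 1.83 CPM, a log2 fold change of 2.54 (SE 0.38, adjusted p = 0.0251 by the same edgeR test with Benjamini-Hochberg adjustment). It passed the threshold no longer without PBS replicate 1 (adjusted p = 0.095), PBS replicate 2 (0.111), CRE replicate 2 (0.0983) or CRE replicate 3 (0.104) in the same edgeR test with Benjamini-Hochberg adjustment. *Slc26a4* (ENSMUSG00000020651, chromosome 12, 31519827 to 31559969) rose from 0.920 ± 0.0291 to 6.79 ± 1.75 CPM, a log2 fold change of 2.88 (SE 0.36). Its adjusted p was 0.00902 in that edgeR test with Benjamini-Hochberg adjustment, and 0.0512, 0.0617 and 0.0702 without PBS replicate 1, 2 or 3. *Noxo1* (ENSMUSG00000019320, chromosome 17, 24696234 to 24700529) rose from 1.00 ± 0.108 to 3.20 ± 0.772 CPM, a log2 fold change of 1.67 (SE 0.27). The adjusted p was 0.0385 by edgeR's test with Benjamini-Hochberg adjustment, but it was 0.0843 with the libraries paired and lay between 0.0646 (without CRE replicate 1) and 0.182 (without PBS replicate 2) in the 6 fits that each left out 1 library, so that the call did not hold in any of them. *Duox2* (ENSMUSG00000068452, chromosome 2, 122279247 to 122298449) rose from 0.194 ± 0.168 to 1.93 ± 0.909 CPM, a log2 fold change of 3.30 (SE 0.69), with an adjusted p of 0.1185 by edgeR's test with Benjamini-Hochberg adjustment. Among its 15 alternatives the adjusted p ran from 3.5e-04 with DESeq2, the only one past the threshold, to 0.421. *Siglecf* (ENSMUSG00000039013, chromosome 7, 43351341 to 43359531), which encodes Siglec-F, had 251, 19 and 21 counts in the PBS libraries and 0, 0 and 4 counts in the CRE libraries. Its mean fell from 1.30 ± 1.77 to 0.0179 ± 0.0310 CPM, and the log2 fold change was -6.08 (SE 1.5005, adjusted p = 0.190 by edgeR's test with Benjamini-Hochberg adjustment). Without CRE replicate 3 no count was left with CRE, and without PBS replicate 1 the log2 fold change was -3.85. Over 15 alternatives the adjusted p ran from 6.4e-04 with DESeq2 to 0.470. *Siglecf* also marks alveolar macrophages, whose 13 other marker genes had a median log2 fold change of -0.30, with 9 of them lower. That median was 0.58 without PBS replicate 1 and 0.14 without CRE replicate 3, and -1.12 without CRE replicate 1, -0.72 without PBS replicate 2, -0.71 without PBS replicate 3 and -0.15 without CRE replicate 2, so that its sign rests on single libraries.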

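Among the genes with the largest changes, *Vnn3* rose from 2.77 ± 0.0411 to 18.9 ± 3.16 CPM with CRE in *AhR f/f* cells (SD, n = 3), a log2 fold change of 2.77 (SE 0.21). *Cxcl5* rose from 6.80 ± 2.33 to 66.6 ± 16.4 CPM, a log2 fold change of 3.29 (SE 0.36). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 9.4e-04 for *Vnn3* and 0.00426 for *Cxcl5*, and both stayed past the threshold in all 15 alternatives tried. *Zbtb22* (ENSMUSG00000051390, chromosome 17, 33915904 to 33919325) fell from 40.0 ± 1.47 to 9.65 ± 2.75 CPM, a log2 fold change of -2.05 (SE 0.18, adjusted p = 0.00164 by edgeR's test with Benjamini-Hochberg adjustment). This gene lies inside *Tapbp* (33915899 to 33929292) on the same strand, so the assignment of reads between them is uncertain, and the summed CPM of both genes was 257.7 ± 69.6 with PBS and 277 ± 26.2 with CRE. *Car4* had 12, 13 and 16 counts with PBS and 0 in each CRE library, and was at least 4.63-fold lower with CRE. Its adjusted p by edgeR's test with Benjamini-Hochberg adjustment was 0.0281, and it passed the threshold in none of the 6 fits without 1 library, the adjusted p lying between 0.0622 (without CRE replicate 1) and 0.117 (without PBS replicate 3), nor with the libraries paired (0.244).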

Results revealed approximately 863 mRNAs that were differentially expressed in AT2 cells from *AhR^f/f^* mice, including 357 downregulated (e.g., *Siglec-F*) and 506 upregulated genes [*Ccl20*, *Cxcl2*, *NOXO1*, *Duox2*, and *Slc26a4* (38)] (**Figure 7A**). Approximately 685 mRNAs were differentially expressed in AT2 cells from *Sftpc-Cre;AhR^f/f^* mice, including 318 downregulated and 377 upregulated genes (**Figure 7B**). 

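With CRE in AT2 cells from *Sftpc-Cre;AhR f/f* mice, 696 genes met the paper's rule, 380 higher and 316 lower, which is 3.38% of the genes tested. The median p of these genes was 0.564 after Benjamini-Hochberg adjustment in limma-trend. edgeR's test called 54 genes, 47 higher and 7 lower, and 1336 genes had an unadjusted p below 0.05. The number of edgeR calls was 163 with the libraries of the same replicate number paired, 23 without PBS replicate 2, 28 without CRE replicate 2 and 26 without CRE replicate 3. In 2441 genes (11.8%) the CRE and PBS libraries did not overlap. All 30 genes read from Figure 7B met the paper's rule in the direction shown. Of the genes called by edgeR, 39 were also called in *AhR f/f* cells and every one of them changed in the same direction, where 0.126 would be shared if the lists were independent. Under the paper's rule, 233 genes were shared with *AhR f/f* cells, against 28.6 for independent lists, and 217 of them changed in the same direction. The difference of the CRE response between the genotypes was tested as an interaction, without pairing of libraries. No gene passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for this difference (0 of 20612, smallest adjusted p = 0.135), 763 genes had an unadjusted p below 0.05, and DESeq2 called 23. With the CRE and PBS libraries of one number paired within each genotype, an alternative added after the data were seen that leaves 4 residual degrees of freedom, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment again called 0 of 20612 genes (smallest adjusted p = 0.2745), and 1874 had an unadjusted p below 0.05. Without 1 library the edgeR interaction called 1 gene (without PBS replicate 3 or CRE replicate 2 of *AhR f/f* cells, or PBS replicate 2 or CRE replicate 3 of *Sftpc-Cre;AhR f/f* cells) or 2 genes (without CRE replicate 1 or 3 of *AhR f/f* cells). *Slc26a4* rose from 1.75 ± 0.613 to 21.4 ± 8.20 CPM in *Sftpc-Cre;AhR f/f* cells (SD, n = 3), a log2 fold change of 3.61 (SE 0.37, adjusted p = 0.00393 by edgeR's test with Benjamini-Hochberg adjustment). In that edgeR test with Benjamini-Hochberg adjustment the call was lost when only the libraries of *Sftpc-Cre;AhR f/f* cells were fitted (adjusted p = 0.0582, range from 3.6e-22 to 0.0582 over 15 alternatives). The log2 fold changes of *Vnn3* and *Cxcl5* were 2.97 (SE 0.21) and 3.91 (SE 0.37), and those of *Cxcl2* and *Ccl20* were 3.51 (SE 0.44) and 2.87 (SE 0.39). Their adjusted p-values in the edgeR test with Benjamini-Hochberg adjustment were 6.5e-04, 0.00225, 0.00826 and 0.0127. *Cxcl2* lost the call without PBS replicate 2 (adjusted p = 0.0511), and *Ccl20* without PBS replicate 2 (0.0906), PBS replicate 3 (0.0805) or CRE replicate 2 (0.0507), in the same edgeR test with Benjamini-Hochberg adjustment. *Noxo1* and *Duox2* had log2 fold changes of 1.27 (SE 0.27) and 2.86 (SE 0.68) and did not pass, with adjusted p-values of 0.123 and 0.204 in that test with Benjamini-Hochberg adjustment.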

Next comparisons were made in AT2 cells between *AhR^f/f^* and *Sftpc-Cre;AhR^f/f^* mice. 

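The targeted gene *Ahr* (ENSMUSG00000019256, chromosome 12, 35497974 to 35535038) had 42.9, 43.8 and 45.1 CPM in the 3 PBS-treated libraries of *AhR f/f* cells and 49.6, 40.2 and 45.7 CPM in those of *Sftpc-Cre;AhR f/f* cells. With CRE the values were 56.2, 50.5 and 50.1 CPM in *AhR f/f* cells and 51.5, 37.7 and 49.5 CPM in *Sftpc-Cre;AhR f/f* cells. The log2 fold change of the gene's total count between genotypes was 0.039 (SE 0.12) under PBS and -0.18 (SE 0.12) under CRE, with exact two-sided permutation p-values of 0.7 and 0.4. Without PBS replicate 1 of the *Sftpc-Cre;AhR f/f* cells the value under PBS changed sign, to -0.034, and it was 0.12 without their PBS replicate 2 and 0.022 without PBS replicate 1 of the *AhR f/f* cells. Under CRE it was -0.053 without CRE replicate 2 of the *Sftpc-Cre;AhR f/f* cells. These counts cover the whole gene, and how many of them fall on the exon that is deleted cannot be seen from them. In PBS-treated AT2 cells, 846 genes met the paper's rule between genotypes, 483 higher and 363 lower in *Sftpc-Cre;AhR f/f* cells, or 4.10% of the genes tested. The median p of these genes was 0.466 after Benjamini-Hochberg adjustment in limma-trend. edgeR's test called 31 genes, 10 higher and 21 lower, and 1725 genes had an unadjusted p below 0.05. The edgeR count was 71 with the libraries of the same replicate number treated as pairs, 15 without PBS replicate 1 of the *AhR f/f* cells, 18 without their PBS replicate 3, and 20 without PBS replicate 1 of the *Sftpc-Cre;AhR f/f* cells. In 2882 genes (14.0%) the libraries of the genotypes did not overlap. All 30 genes read from Figure 7C met the paper's rule in the direction shown. *Cyp1b1* (ENSMUSG00000024087, chromosome 17, 79701537 to 79715061) was at 384 ± 34.6 CPM in *AhR f/f* cells and 44.7 ± 13.7 CPM in *Sftpc-Cre;AhR f/f* cells (SD, n = 3). Its log2 fold change was -3.10 (SE 0.27, adjusted p = 8.8e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed in all 14 alternatives. *Cyp1a1* (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824) was at 24.1 ± 6.36 and 7.58 ± 3.19 CPM, a log2 fold change of -1.67 (SE 0.38, adjusted p = 0.193 by edgeR's test with Benjamini-Hochberg adjustment). The libraries of the genotypes did not overlap, and the adjusted p ranged from 9.7e-04 with DESeq2 to 0.448 over 14 alternatives and was 0.00263 with the libraries paired. *Cyp1a1* and *Cyp1b1* belong to a preset list of 11 AhR target genes, of which 10 were tested, 9 reached 1 CPM in PBS-treated *AhR f/f* cells and 7 are named in the paper's figures or text. All 10 were lower in *Sftpc-Cre;AhR f/f* cells, with a median log2 fold change of -1.41. edgeR called 5 of them over all genes and 9 when adjusted over the list alone, which is not independent evidence for the genes the paper itself picked from these libraries. In the fit of only the 6 libraries compared, 2 of them were called. The list as a whole had an adjusted p of 2.2e-20 in limma's camera test with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 60 tests, and of 5.8e-06 in fry and 4.3e-04 in camera with an estimated correlation. *Ugt1a6a* and *Ugt1a6b* of this list share exons, so how their reads were divided is uncertain, and *Ugt1a6b* changed sign without PBS replicate 1 of the *AhR f/f* cells (0.23) or PBS replicate 3 of the *Sftpc-Cre;AhR f/f* cells (0.18). The genes with the largest changes included *Ces1g*, with a log2 fold change of -2.73 (SE 0.24), and *Abca5*, with 1.78 (SE 0.14). Their adjusted p-values in the edgeR test with Benjamini-Hochberg adjustment were 9.3e-04 and 5.0e-04.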

Results showed a total of 845 mRNAs differentially expressed in PBS-treated AT2 cells, including 364 downregulated (e.g., *Cyp1a1* and *Cyp1b1*) and 481 upregulated genes (**Figure 7C**). Approximately 717 mRNAs were differentially expressed in CRE-treated AT2 cells, including 356 downregulated [e.g., *Ahrr*, *Cyp1b1*, and *Ptgs2* (also called *COX-2*) (47)] and 361 upregulated genes [e.g., *Slc26a4* (38)] (**Figure 7D**). 

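Between CRE-treated AT2 cells of the genotypes, 705 genes met the paper's rule, 355 higher and 350 lower in *Sftpc-Cre;AhR f/f* cells, which is 3.42% of the genes tested. The median p of these genes was 0.711 after Benjamini-Hochberg adjustment in limma-trend. edgeR's test called 35 genes, 12 higher and 23 lower, and 1227 genes had an unadjusted p below 0.05. Without CRE replicate 2 of the *AhR f/f* cells it called 21 genes. In 2266 genes (10.99%) the libraries of the genotypes did not overlap. All 30 genes read from Figure 7D met the paper's rule in the direction shown. Of the genes called by edgeR, 25 were also called under PBS, each in the same direction. Under the paper's rule 230 genes were shared with the comparison under PBS, and 208 of them changed in the same direction. Because PBS and CRE libraries of the same number resemble each other, these numbers were set against the other splits of the replicates with PBS and CRE kept together. As many as 208 shared rule genes were found in 5 of the 10 splits, the real one included (median of the others 147, highest 593), whereas the other splits shared at most 1 edgeR call. *Ahrr* (ENSMUSG00000021575, chromosome 13, 74211118 to 74292331) was at 4.89 ± 0.575 CPM in *AhR f/f* cells and 0.934 ± 0.534 CPM in *Sftpc-Cre;AhR f/f* cells (SD, n = 3), a log2 fold change of -2.39 (SE 0.46). It met the paper's rule and the libraries of the genotypes did not overlap. The adjusted p was 0.137 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it ranged from 7.6e-05 with DESeq2, which called it, to 0.423 over 14 alternatives. *Cyp1b1* was at 425 ± 65.3 and 47.1 ± 15.3 CPM, a log2 fold change of -3.17 (SE 0.27, adjusted p = 7.1e-04 by edgeR's test with Benjamini-Hochberg adjustment). The log2 fold change of *Cyp1b1* stayed between -3.45 and -2.98 over 14 alternatives, all of them past the threshold. *Ptgs2* (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) was at 839 ± 40.8 and 377 ± 68.01 CPM, a log2 fold change of -1.15 (SE 0.15, adjusted p = 0.0114 by edgeR's test with Benjamini-Hochberg adjustment). Its adjusted p in that test was 0.0688 and 0.0511 without CRE replicate 1 or 2 of the *Sftpc-Cre;AhR f/f* cells, and 0.0617 with only the 6 libraries compared, with a range from 4.1e-10 to 0.0688 over 14 alternatives. *Slc26a4* was higher in *Sftpc-Cre;AhR f/f* cells, with a log2 fold change of 1.65 (SE 0.34) and a limma-trend p of 6.9e-04. Its adjusted p was 0.168 by edgeR's test with Benjamini-Hochberg adjustment, and it ranged from 3.6e-04 with DESeq2, which called it, to 0.489 over 14 alternatives. The interaction of *Slc26a4* with CRE was 0.73 on the log2 scale, with an adjusted p of 1 in the edgeR test with Benjamini-Hochberg adjustment; with pairing within genotype, added after the data were seen, it was 0.75 (SE 0.21, adjusted p = 0.494). *Zbtb22*, whose reads cannot be told from those of the overlapping *Tapbp* with certainty, was at 35.8 ± 4.66 CPM in *Sftpc-Cre;AhR f/f* cells with CRE, a log2 fold change of 1.89 (SE 0.18). Its adjusted p was 0.00132 by edgeR's test with Benjamini-Hochberg adjustment, and it passed in 13 of 14 alternatives (range 3.1e-21 to 0.0801).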

The DEGs in CRE-treated AT2 cells were further grouped into functional groups using the Gene Ontology (GO) functional enrichment analysis. 

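GO annotation was not at hand, so the GO terms were not tested again, and a preset list of 67 core autophagy genes (the *Atg*, *Ulk*, *Wipi*, *Map1lc3* and *Gabarap* families, cargo receptors and regulators) was tested. This list holds 1 of the 12 autophagy-associated genes named in the paper's text and 3 of 16 with those of Figure 7F, so its result does not speak to the GO term reported. All 67 were among the tested genes, 65 reached 1 CPM in PBS-treated *AhR f/f* cells, and 8 are named in the paper. Of the 705 genes that met the paper's rule between CRE-treated AT2 cells of the genotypes, 3 were on this list: *Calcoco2*, *Fyco1* and *Uvrag*. That is 4.48% of the list against 3.42% of all tested genes, with 2.29 genes expected and an odds ratio of 1.32 (Fisher's exact test, two-sided, p = 0.500). Without a filter on low counts the p was 0.743 and the list genes meeting the rule were again 3. By edgeR's test none of the 67 was called over all genes or when adjusted over the list alone, and 5 had an unadjusted p below 0.05. The median log2 fold change of the list was -0.047 in *Sftpc-Cre;AhR f/f* cells, with 50 genes lower and 17 higher, and it was -0.099 without CRE replicate 3 of the *Sftpc-Cre;AhR f/f* cells. In limma's camera test the list was lower, with an adjusted p of 0.00269 after Benjamini-Hochberg adjustment. This did not hold with fry (0.8997) or with camera's estimated correlation (0.988), nor in camera without CRE replicate 1 of the *Sftpc-Cre;AhR f/f* cells (0.180) or CRE replicate 2 of the *AhR f/f* cells (0.153). Under PBS the median log2 fold change was -0.052, with 47 genes lower and 20 higher, and it was -0.093 without PBS replicate 3 of the *Sftpc-Cre;AhR f/f* cells. There edgeR's test called 0 of the genes over all genes and 1 when adjusted over the list alone, and 11 had an unadjusted p below 0.05. The camera test gave the list the same adjusted p under PBS, with 0.718 in fry, and 0.0600 and 0.0591 in camera without PBS replicate 2 of the *AhR f/f* cells or PBS replicate 1 of the *Sftpc-Cre;AhR f/f* cells. Normalized by library size alone, the median under PBS was -0.016, with 40 genes lower and 27 higher.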

Of interest, autophagy was identified to be one of the most enriched GO terms (**Figure 7E**). 

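Ubiquitin-protein transferase activity and cell activation had no preset gene list, and no value is given for them. For cilia, a preset list of 47 motile cilium genes was tested, of which 44 entered the test, 42 reached 1 CPM in PBS-treated *AhR f/f* cells and 0 are named in the paper. In CRE-treated AT2 cells, 42 of the 44 genes were higher in *Sftpc-Cre;AhR f/f* cells and the median log2 fold change was 0.52, or 0.30 without CRE replicate 1 of the *Sftpc-Cre;AhR f/f* cells. edgeR called 0 of them over all genes and 0 when adjusted over the list alone, and 13 had an unadjusted p below 0.05. The list had an adjusted p of 2.8e-15 in camera with Benjamini-Hochberg adjustment, which did not hold in fry (0.715) or with an estimated correlation (0.8255). The summed CPM of the list was 292.4, 330.7 and 423.7 in the CRE-treated libraries of *AhR f/f* cells and 680.2, 430.9 and 434.5 in those of *Sftpc-Cre;AhR f/f* cells. Under PBS 43 of the 44 genes were higher in *Sftpc-Cre;AhR f/f* cells, with a median log2 fold change of 0.49, or 0.25 without PBS replicate 1 of the *Sftpc-Cre;AhR f/f* cells.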

Several other significant GO terms were also identified, including ubiquitin-protein transferase activity, cell activation, and cilium-related terms (e.g., movement, assembly, organization, and cilium) (**Figure 7E**). Among all these autophagy-associated genes, *sh3bp4*, *Calcoco2*, *Prkd1*, *Fbxl2*, *Usp10*, and *Trim34b* were significantly upregulated, but *Trim34a*, *Trim12a*, *Trim30d*, *Trim5*, *S100a9*, and *BCL21ll* were downregulated (**Figure 7F**). These results support our previous findings that autophagy is one of the major AhR-regulated biological processes in AT2 cells.

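The 12 autophagy-associated genes were compared between *Sftpc-Cre;AhR f/f* and *AhR f/f* AT2 cells treated with CRE. Of these, 11 met the paper's rule in the direction stated, and the limma-trend p ranged from 2.5e-04 to 0.0950 over the 12. None passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0 of 12, lowest adjusted p = 0.1499) or limma-trend with Benjamini-Hochberg adjustment (0 of 12, lowest adjusted p = 0.102). DESeq2 called *Trim34b* (adjusted p = 7.6e-05, range to 0.554) and *Prkd1* (adjusted p = 0.00101, range to 0.659), and none of the other alternatives called any of the 12. With each of the 6 libraries left out in turn, 6 of the genes met the rule in all 6 fits. The genotype difference met the rule under PBS as well, in the same direction, for 7 genes, and the interaction with CRE had an adjusted p of 1 in edgeR's test with Benjamini-Hochberg adjustment for each of the 12 (0.494 to 0.960 with pairing within genotype, added after the data were seen). Among the higher genes, *Calcoco2* (ENSMUSG00000006056, chromosome 11, 96099326 to 96111964) was at 0.0984 ± 0.0852 CPM in *AhR f/f* cells and 0.484 ± 0.154 CPM in *Sftpc-Cre;AhR f/f* cells (SD, n = 3). These means rest on 0, 11 and 11 counts in *AhR f/f* cells and 51, 34 and 26 counts in *Sftpc-Cre;AhR f/f* cells. Its log2 fold change was 2.29 (SE 0.90, adjusted p = 0.786 by edgeR's test with Benjamini-Hochberg adjustment). The limma-trend p of *Calcoco2* was 0.00522, and the rule was met in all 6 fits without 1 library. With PBS it was at 0.213 ± 0.0816 CPM in *AhR f/f* cells and 0.272 ± 0.0637 CPM in *Sftpc-Cre;AhR f/f* cells, where the rule was not met. *Prkd1* had a log2 fold change of 0.76 (SE 0.16) and *Sh3bp4* one of 0.60 (SE 0.18), both with the rule met under PBS too. *Fbxl2* and *Usp10* had log2 fold changes of 0.92 (SE 0.27) and 0.50 (SE 0.19), and *Usp10* met the rule in 3 of the 6 fits. *Bcl2l11*, as the symbol BCL21ll was read, had a log2 fold change of -0.54 (SE 0.17). *S100a9* (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) was at 8.82 ± 5.86 CPM in *AhR f/f* cells and 2.51 ± 2.40 CPM in *Sftpc-Cre;AhR f/f* cells. Its log2 fold change was -1.81 (SE 1.05), the libraries of the genotypes overlapped, and the limma-trend p of 0.0950 did not meet the rule. The log2 fold change of *S100a9* was -1.19 without CRE replicate 2 of the *AhR f/f* cells and -2.96 without CRE replicate 2 of the *Sftpc-Cre;AhR f/f* cells. Without CRE replicate 2 of the *Sftpc-Cre;AhR f/f* cells the limma-trend p of *S100a9* was 0.0415 and the rule was met. *S100a9* is also a neutrophil gene, and 13 of 14 other neutrophil genes were lower in *Sftpc-Cre;AhR f/f* cells, with a median log2 fold change of -0.98.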

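The 5 *Trim* genes lie within 263.4 kb of chromosome 7 (104244457 to 104507849) among near-identical paralogs, so how their reads were divided is uncertain. *Trim34b* (ENSMUSG00000090215, chromosome 7, 104329471 to 104336909) was at 0.513 ± 0.208 CPM in *AhR f/f* cells and 3.83 ± 1.21 CPM in *Sftpc-Cre;AhR f/f* cells with CRE (SD, n = 3), and at 0.708 ± 0.595 and 3.60 ± 0.923 CPM with PBS. The log2 fold changes of *Trim34b* were 2.35 (SE 0.57) under PBS and 2.90 (SE 0.58) under CRE. Under CRE those of *Trim34a*, *Trim5*, *Trim12a* and *Trim30d* were -1.39, -2.54, -2.60 and -2.08, with SE of 0.48, 0.96, 1.99 and 1.84. Under PBS the values were -1.25, -2.22, -2.89 and -2.38. *Trim12a* was at 16.1 to 23.1 CPM in all 6 libraries of *AhR f/f* cells, whereas in *Sftpc-Cre;AhR f/f* cells it had 12, 668 and 0 counts with PBS and 0, 689 and 0 counts with CRE, so that the value of replicate 2 sets the mean of both groups. Without replicate 2 of the CRE-treated *Sftpc-Cre;AhR f/f* cells, the log2 fold change under CRE was -4.18 for *Trim5* and -2.15 for *Trim34a*, and *Trim12a* and *Trim30d* had 0 counts in the libraries left, so that no fold change is given for them. The summed CPM of the 5 genes was 44.5 ± 6.73 in *AhR f/f* cells and 14.8 ± 11.6 in *Sftpc-Cre;AhR f/f* cells with CRE, a log2 ratio of -1.59 (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). In the CRE-treated *Sftpc-Cre;AhR f/f* libraries the sums were 10.2, 28.1 and 6.23 CPM, so replicate 2 also raises the mean of the sum and makes the ratio smaller. From the GO enrichment and the changes of these genes, the paper concludes that its RNA-seq results support its earlier finding that autophagy is among the main processes regulated by AhR in AT2 cells.

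**Figure D1:**
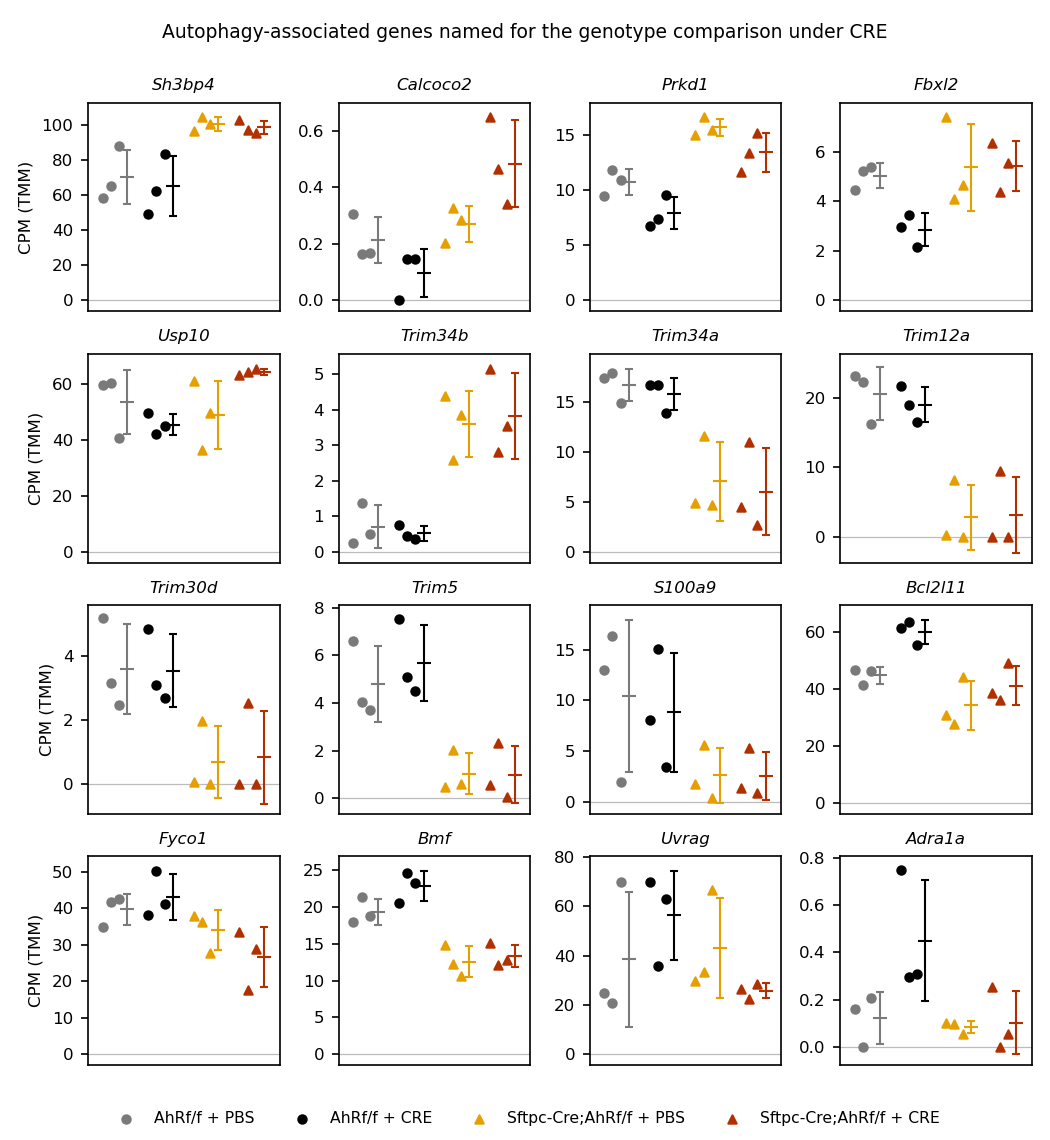
Expression in CPM (TMM) of the 12 genes named in the text and 4 further genes read from Figure 7F (*Fyco1*, *Bmf*, *Uvrag* and *Adra1a*), with a point per library and bars for the mean ± SD of the 3 libraries of each group. The highest library of *Calcoco2* is at 0.648 CPM, and *S100a9* overlaps between the genotypes.

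**Figure D2:**
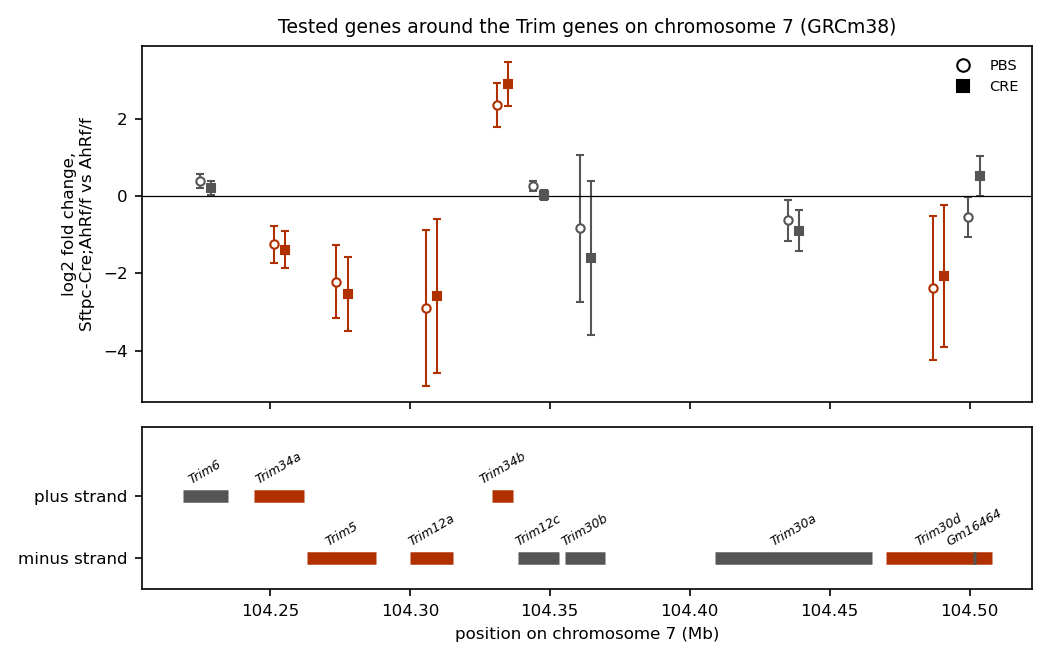
Log2 fold change between genotypes (points, with bars for the SE computed back from edgeR's F statistic) under PBS and CRE for the tested genes from *Trim6* to *Gm16464* against position on chromosome 7 of GRCm38, with the genes drawn to scale by strand. The 5 genes named in the paper are in red, and *Trim34b* is the one of them that was higher in *Sftpc-Cre;AhR f/f* cells.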

**Figure 7:**
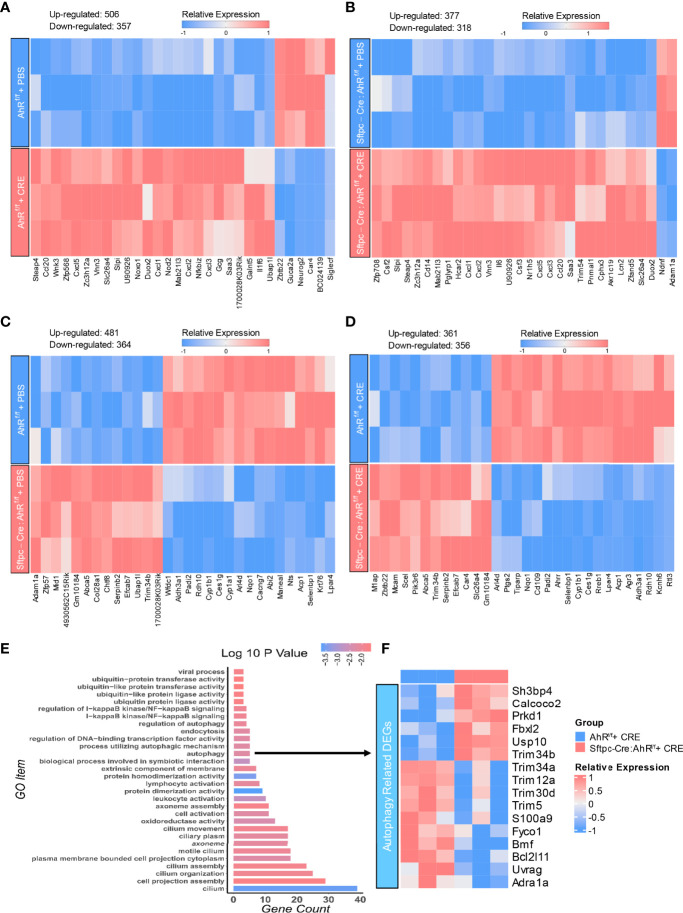
AhR-regulated transcriptional profiles in AT2 cells. **(A, B)** Heatmap of differentially expressed mRNAs in AT2 cells of *AhR^f/f^* **(A)** or *Sftpc-cre;AhR^f/f^* **(B)** mice treated with PBS verses cockroach allergen (CRE, 50 µg/ml) for 24 h **(C, D)** Heatmap of differentially expressed mRNAs in AT2 cells of *AhR^f/f^* verses *Sftpc-cre;AhR^f/f^* mice treated with PBS **(C)** or cockroach allergen CRE, 50 µg/ml) **(D)** for 24 h n = 3 per group **(A–D)**. **(E)** Gene Ontology (GO) functional enrichment analysis of the differentially expressed genes in **(D)**. **(F)** Heatmap of differentially expressed genes (DEG) that are involved in cellular autophagy.

### *CALCOCO2* and *S100a9* are the major AhR-regulated autophagy-associated genes in AT2 cells

RT-PCR validation further narrowed down the gene list by focusing on several highly selected genes, including *Calcoco2*, *sh3bp4*, *Prkd1*, *Usp10*, and *S100a9.* AT2 cells were isolated from *AhR^fl/fl^* or *Sftpc-Cre;AhR^f/f^* mice and then confirmed by immunostaining (**Figure 8A**). AhR deficiency in AT2 cells derived from *Sftpc-Cre;AhR^f/f^* mice was further confirmed by RT-PCR (**Figure 8B**). Of these selected genes, *Calcoco2* showed a significant increase in CRE-treated AT2 cells from *Sftpc-cre;RhoA^f/f^* mice as compared with those from *AhR^f/f^* mice (**Figure 8C**). *Calcoco2* has been shown to initiate selective autophagy through recruiting Unc-51-like kinase (ULK) and TANK-binding kinase 1 (TBK1) kinase complexes (48, 49). Further analysis demonstrated an increased expression of *Calcoco2* in the lung tissues of our asthma mouse model as assessed by immunostaining (**Figure 8D**). The increased *Calcoco2* was further enhanced in *Sftpc-cre;RhoA^f/f^* mice as compared with control mice. Notably, the same pattern was observed for *Calcoco2* expression specifically in AT2 cells. In contrast to *Calcoco2*, RT-PCR analysis showed that *S100a9* expression was significantly reduced in AT2 cells from *Sftpc-cre;RhoA^f/f^* mice compared with those from *AhR^f/f^* mice (**Figure 8C**). S100a9 (S100 calcium binding protein A9) is a pro-inflammatory alarmin associated with inflammation-related diseases. Suppression of S100a9 has been implicated to protect against LPS-induced lung injury (50). Together, these data suggest a possible mechanism that AhR regulates cellular autophagy through modulating *Calcoco2/S100a9* expression.

**Figure 8:**
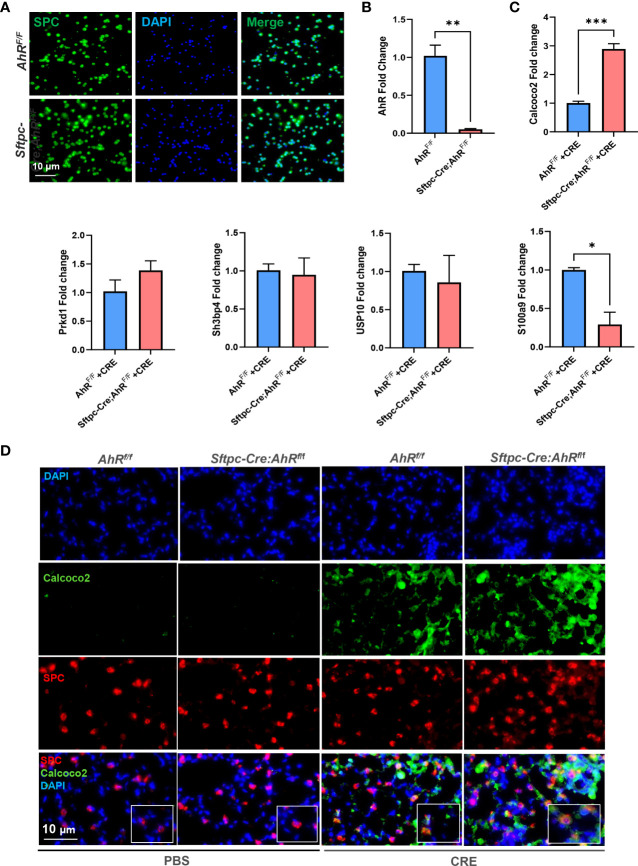
*Calcoco2* and *S100a9* are the major AhR-regulated autophagy-associated genes in AT2 cells. **(A)** Confirmation of AT2 cells isolated from *AhR^f/f^* or *Sftpc-Cre;AhR^f/f^* mice by immunostaining. **(B)** Confirmation of AhR deficiency in AT2 cells derived from *Sftpc-Cre;AhR^f/f^* mice by RT-PCR. **(C)** RT-PCR analysis of highly selected differentially expressed autophagy-associated genes of in AT2 cells. **(D)** Representative images of co-immunofluorescence staining of *Calcoco2* with AT2 marker SPC. Data represent means ± SEM of at least two independent experiments. *p < 0.05, **p < 0.01, and ***p < 0.001.

## Discussion

AhR as a receptor for environmental contaminants has been shown to protect against allergic airway information and remodeling in allergic asthma by using global AhR knockout mice (18, 23–25, 51, 52). In the present study, we specially focused on AT2 cells by generating AhR knockout mice in AT2 cells (*Sftpc-Cre;AhR^f/f^*) and provided supporting evidence that AhR in AT2 cells prevents allergen-induced airway hyperresponsiveness and Th2-associated airway inflammation.

AT2 cells are recognized as progenitor cells in response to lung injury and have a unique function in providing pulmonary surfactant and a variety of inflammatory mediators needed for the special microenvironment in the alveolus (53, 54). AT2 cell damage has been implicated in lung fibrosis (55) and inflammation (56). However, the genetic regulation and functional significance of AT2 cells in allergic immune responses to environmental allergens in asthma remain unknown. Here, we generated the *Sftpc-Cre;AhR^f/f^* mice to determine whether AhR specifically in AT2 cells play an important role in allergic airway inflammation. *Sftpc-Cre;AhR^f/f^* mice with AhR deletion selectively from AT2 cells were generated by crossing *AhR^f/f^* with *Sftpc-cre* mice. We selected *Sftpc-cre* mice for AhR deletion in AT2 cells because Sftpc is highly expressed by AT2 cells and has been widely used as a genetic marker for AT2 cells (57–59). However, we recognize that Sftpc may not be uniquely expressed in AT2 cells (60–62), and future studies are thus needed to identify unique markers to further define the role of AT2 cells in allergic airway inflammation.

Using the newly generated *Sftpc-Cre;AhR^f/f^* mice, we found that AT2 cell–specific deletion of AhR led to an exacerbation of allergen-induced airway hyperresponsiveness and airway inflammation with elevated eosinophils and Th2 cytokines in BALFs. These results were consistent with our previously report with global AhR knockout mice. Especially, cockroach allergen–treated AhR^−/−^ mice showed exacerbation of airway inflammation when compared with WT mice, which was further supported by using an AhR agonist 2,3,7,8-tetrachlorodibenzo*-p-*dioxin (TCDD) (12). Furthermore, Chang et al. have also reported that AhR^−/−^ mice had exacerbated ovalbumin (OVA)–induced asthma symptoms, including airway inflammation, mucus production, and airway remodeling, and suggested that AhR is required in maintaining normal lung function and mediating disease severity (51). In contrast, Traboulsi et al. found that OVA-induced mouse model with AhR^−/−^ mice showed significantly enhanced eosinophilia and lymphocyte infiltrates into the airways with increased IL-4 and IL-5 in the airways, but no changes were observed for airway hyperresponsiveness (52). These discoveries highlight the complexity of AhR activation and the need for the investigation into how AhR specifically in AT2 cells regulates airway inflammation and airway hyperresponsiveness.

Our studies have suggested several underlying mechanisms as to how AhR regulates airway inflammation. We have provided evidence that AhR protects lungs from allergen-induced inflammation by modulating MSC recruitment and their immune-suppressive activity (12). Further studies suggest that active AhR signaling in MSCs regulates MSC suppressive activity by polarizing macrophages into anti-inflammatory M2 in asthma (63). Our very recent studies uncover a key functional axis of AhR-ROS-NLRP3 inflammasome that plays an important role in the development of allergic airway inflammation (30). In particular, we demonstrated that epithelial AhR plays a role in cockroach allergen–induced ROS generation and NLRP3 inflammasome activation that are essential in the development of allergic airway inflammation and mucus production. Intriguingly, MCC950, a NLRP3-specifc inhibitor, showed significant inhibition of cockroach allergen–induced airway inflammation and Muc5ac expression. In the current study, we focused on autophagy and demonstrated that AhR regulates allergen-induced cellular autophagy, and, subsequently, allergic airway inflammation. Autophagy is a homeostatic process in which eukaryotic cell encapsulates damaged proteins or organelles for lysosomal degradation and recycling (64). It has also been shown to shape cellular immune responses initiated by environmental pollutants, allergens, and respiratory tract infections (3, 34, 65–71). Abnormality in autophagy has been associated with several major asthma phenotypes, including airway hyperresponsiveness (66), inflammation (72), mucus hyperproduction (73), and remodeling (32). Accumulating evidence suggests that autophagy may be detrimental or beneficial in asthma that depends on the cell types involved (74). We have previously demonstrated that cockroach allergen can induce autophagy in human airway epithelial cells and excessive autophagy may contribute to cockroach allergen–induced airway epithelial ROS generation, cytokine release, and allergic airway inflammation (36). Importantly, autophagy has been shown to regulate NLRP3 inflammasome and secretion of proinflammatory cytokines (75), raising the possibility that autophagy may be a part of the AhR-regulated axis of ROS–inflammasome, which would be of interest to explore in the future.

In this study, we provide a critical but previously unrecognized mechanism that AhR may protect lung from allergic inflammation *via* regulating allergen-induced autophagy in AT2 cells. In particular, we found that *Sftpc-Cre;AhR^f/f^* mice showed an increased cockroach allergen–induced autophagy compared with *AhR^f/f^* mice. The increased autophagy was confirmed in AT2 cells of those mice. Although no human AT2 cells were available, the regulation of AhR in allergen-induced autophagy was further confirmed in HBECs with or without AhR knockdown, suggesting that the AhR regulation on AT2 cell autophagy might also be true for the bronchial airway epithelial cells. Importantly, this finding was further supported by direct monitoring of autophagic flux according to the number of GFP-LC3 puncta under fluorescence microscopy. CRE-treated HBECs showed an increased autophagic flux, which was further enhanced by the treatment with AhR antagonist CH223191. Most importantly, pre-treatment of mice with autophagy inhibitor CLQ abrogated cockroach allergen–induced airway inflammation, Th2-associated cytokines, and autophagy-related gene expression. CLQ is a classic inhibitor of autophagy that blocks the binding of autophagosomes to lysosomes (46). Collectively, these studies highlight a critical role for AhR in AT2 cells in preventing allergen-induced autophagy.

Next, we explored the possible mechanisms underlying the AhR-regulated autophagy. We have previously reported that AhR modulates allergen-induced epithelial TGF-β1 secretion and activation (29, 45). This finding led us to hypothesize that TGF-β1 may be a major player in AhR-mediated autophagy. Indeed, we found increased levels of TGF-β1 in supernatants of cockroach allergen–treated HBECs, which were further enhanced in HBECs with AhR knockdown. Furthermore, we investigated whether the AhR-regulated TGF-β1 can directly induce autophagy. As expected, HBECs showed an increased autophagy after exposed to different doses of recombinant TGF-β1. In contrast, we found that cockroach allergen–induced autophagy was almost completely blocked when TGF-β1 was deleted by using TGF-β1 neutralizing antibody (α-TGF-β1). These studies suggest that TGF-β1 is required in AhR-regulated cockroach allergen–induced autophagy.

In addition to TGF-β1, we expanded our studies to identify novel genes and pathways that are involved in AhR-mediated autophagy and airway inflammation. We analyzed the transcriptional profiles of AT2 cells isolated from the lungs of *AhR^f/f^* and *Sftpc-cre;AhR^f/f^* mice. Although there were different comparisons between groups, the major comparison was between CRE-treated AT2 cells derived from *Sftpc-cre;AhR^f/f^* mice and *AhR^f/f^* mice with a total of 717 differentially expressed mRNAs identified. Of these, both AhR downstream genes Ahrr and Cyp1b1 showed significant reduction in AT2 cells of *Sftpc-cre;AhR^f/f^* mice, supporting the AhR deficiency in AT2 cells and proper experimental approaches we used in this study. In addition, we found our previously identified genes *COX-2* (47) and *Slc26a4* (38) that are associated with allergic airway inflammation. Furthermore, GO functional enrichment analysis based on these DEGs identified autophagy as one of the most enriched GO terms. Among these autophagy-related genes, *Calcoco2*, also named as *NDP52* (nuclear dot protein 52), is an essential selective autophagy adaptor that initiates selective autophagy through recruiting ULK and TBK1 kinase complexes (48). 

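Besides *Ahrr* and *Cyp1b1*, the other AhR target genes of the preset list were compared between CRE-treated AT2 cells of the genotypes. All 10 tested genes of the list were lower in *Sftpc-Cre;AhR f/f* cells, with a median log2 fold change of -1.39. edgeR called 5 of the 10 over all genes and 9 when adjusted over the list alone, and DESeq2 called 9 over all genes. The list had an adjusted p of 1.6e-26 in camera with Benjamini-Hochberg adjustment, 5.8e-06 in fry and 3.1e-04 in camera with an estimated correlation. The log2 fold changes of *Selenbp1*, *Nqo1* and *Xdh* were -1.83 (SE 0.17), -1.40 (SE 0.13) and -1.02 (SE 0.11), with adjusted p-values of 0.00120, 0.00120 and 0.00213 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These 3 genes passed the threshold in all 14 alternatives. *Tiparp* had a log2 fold change of -1.17 (SE 0.15) and an adjusted p of 0.0117 in the same edgeR test with Benjamini-Hochberg adjustment. Its adjusted p was 0.0684 without CRE replicate 2 of the *AhR f/f* cells, and 0.0702 and 0.0691 without CRE replicate 1 or 2 of the *Sftpc-Cre;AhR f/f* cells, with a range from 2.8e-09 to 0.0702 over 14 alternatives. *Cyp1a1* fell from 26.1 ± 7.29 CPM in *AhR f/f* cells to 10.1 ± 4.54 CPM in *Sftpc-Cre;AhR f/f* cells (SD, n = 3), a log2 fold change of -1.38 (SE 0.37). Its adjusted p was 0.4545 by edgeR's test with Benjamini-Hochberg adjustment. DESeq2 called *Cyp1a1* (adjusted p = 0.0210), and the highest adjusted p over 14 alternatives was 0.809. *Ugt1a6b* had a log2 fold change of -0.12 (SE 0.92) that changed sign without CRE replicate 2 of the *AhR f/f* cells (0.45) or CRE replicate 3 of the *Sftpc-Cre;AhR f/f* cells (0.36). The summed CPM of the list with CRE was 1153, 1348 and 1291 in the libraries of *AhR f/f* cells and 411, 360.6 and 365.7 in those of *Sftpc-Cre;AhR f/f* cells.

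**Figure D3:**
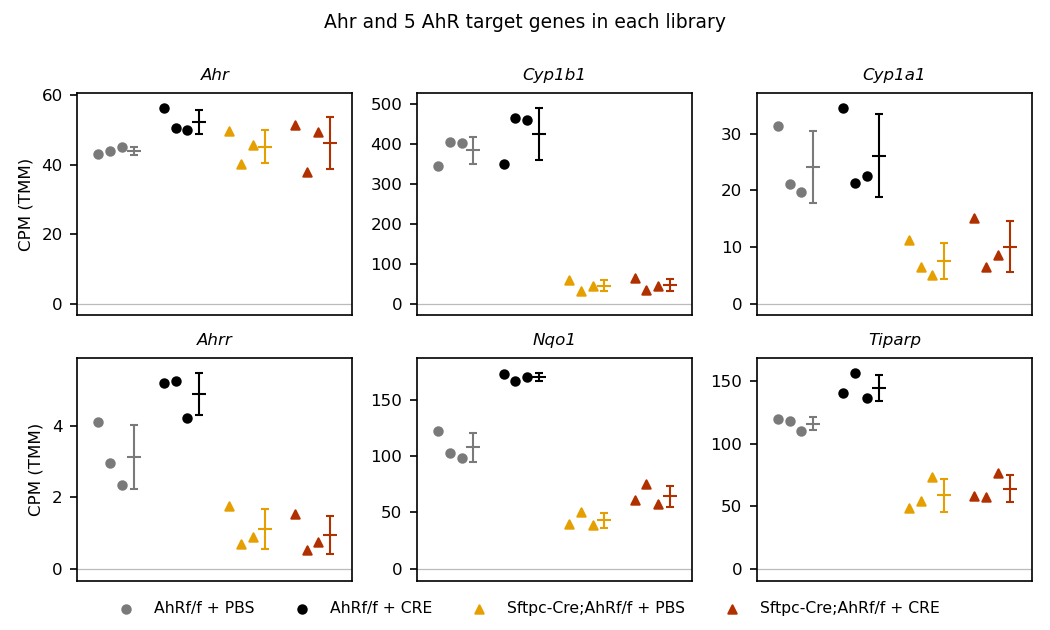
Expression in CPM (TMM) of *Ahr* and 5 AhR target genes, with a point per library and bars for the mean ± SD of the 3 libraries of each group. Each of the 5 target genes is lower in every library of *Sftpc-Cre;AhR f/f* cells than in every library of *AhR f/f* cells under the same treatment, whereas the *Ahr* values overlap under both.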

Recruitment of *Calcoco2* has also been suggested to amplify PTEN Induced Kinase 1 (PINK1)/Parkin mitophagy signaling (49). Our study demonstrated that *Calcoco2* was highly expressed in the lung tissues and AT2 cells of our asthma mouse model as determined by immunofluorescence staining. In contrast to *Calcoco2*, *S100a9* is downregulated in AT2 cells of *Sftpc-cre;AhR^f/f^* mice compared with *AhR^f/f^* mice. S100a9 is known as damage-associated molecular pattern, which can be induced in many cells under inflammatory condition (76). Interestingly, studies have highlighted a role for S100a9 in inducing pro-inflammatory cytokine release and in the ROS-dependent activation of the NLRP3 inflammasome (76). However, it remains unclear whether S100a9 is also involved in the allergen-induced and ROS-dependent activation of autophagy. In addition, we have also identified several other significant GO terms, including ubiquitin-protein transferase activity, cell activation, and cilium-related terms (e.g., movement, assembly, organization, and cilium). Those identified biological processes are clearly worth to be investigated in the future for their contributions to the AhR-mediated airway inflammation.

Taken together, we used our newly generated *Sftpc-Cre;AhR^f/f^* mice and provided a strong evidence that AhR in AT2 cells protects against cockroach allergen–induced airway hyperresponsiveness and Th2-associated airway inflammation. Further *in vivo* and *in vitro* studies suggest that cockroach allergen can induce autophagy in AT2 cells, and AhR in AT2 cells can prevent cockroach allergen–induced autophagy. Most intriguingly, autophagy inhibition attenuated cockroach allergen–induced airway inflammation and Th2-associated cytokines. Mechanistically, we identified a functional axis of AhR-TGF-β1 that is critical in driving allergen-induced cellular autophagy. Furthermore, our GO functional enrichment analysis on these DEGs from the RNA-seq analysis suggested that autophagy is one of the most enriched GO terms, and the autophagy adaptor *CALCOCO2* and *S100a9* are the major AhR-regulated autophagy genes in cockroach allergen–treated AT2 cells (**Figure 9**, graphic summary). However, the regulation of AhR on these identified autophagy genes and the exact role of these genes in the pathogenesis of asthma remain unclear, thus warranting further, in-depth investigations. One of the major limitations is the lack of primary human AT2 cells. Instead, we used HBECs, an immortalized cell line under submerged cultures, for *in vitro* studies, which may not truly reflect the real changes seen in AT2 cells. However, our findings in AT2 cells may also apply to the bronchial epithelial cells. Collectively, these findings highlight a critical role for AhR in AT2 cells in preventing allergic airway inflammation through regulating cellular autophagy.

**Figure 9:**
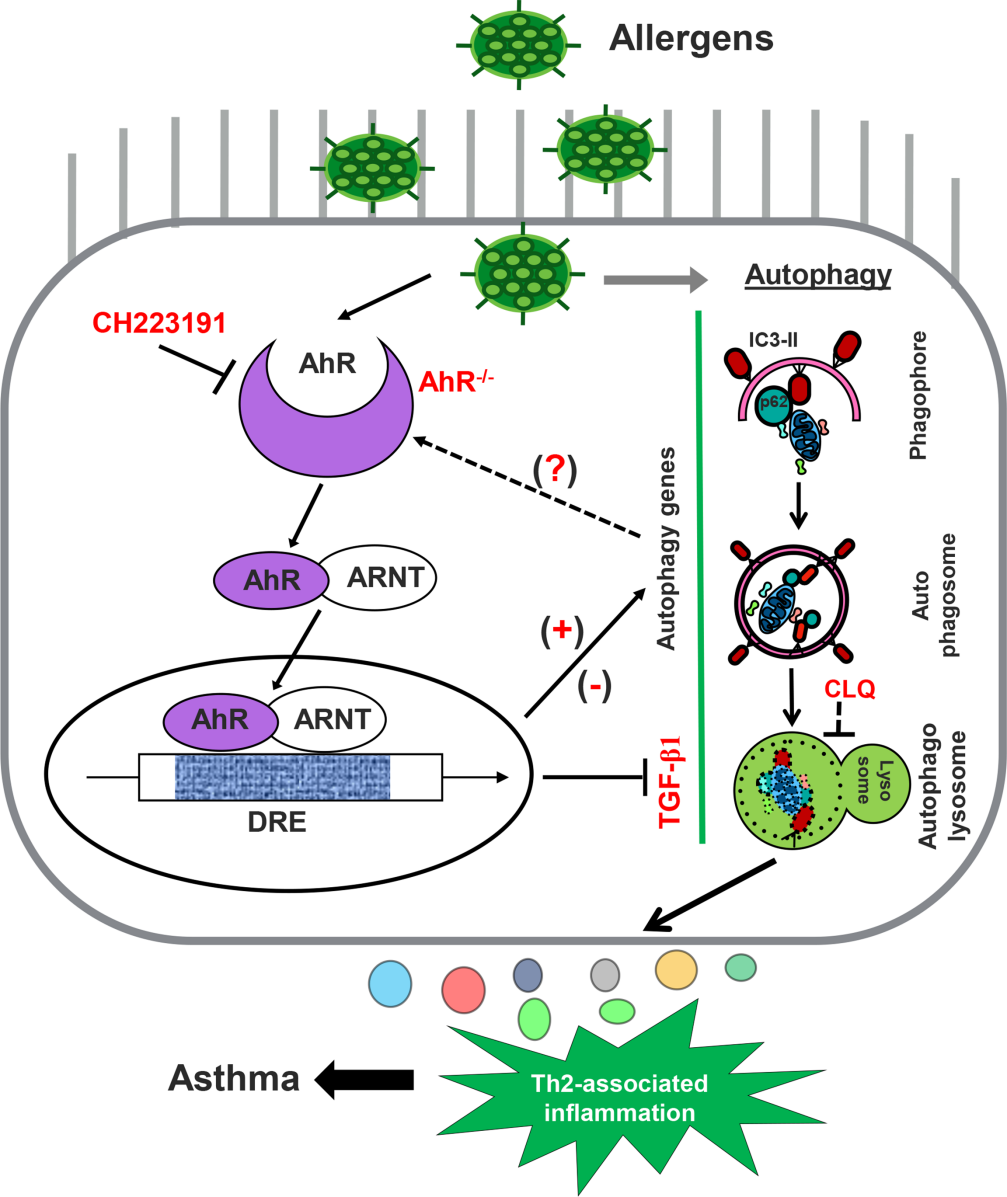
Graphic summary. AhR in AT2 cells regulates cockroach allergen–induced autophagy. Cockroach allergen can induce autophagy that is critical in controlling proinflammatory mediator release, Th2-associated airway inflammation, and, subsequently, allergic asthma. AhR in AT2 cells inhibits cockroach allergen–induced autophagy through either controlling TGF-β1 release or AhR-regulated autophagy-associated genes [either upregulated (e.g., *CALCOCO2*) or downregulated (e.g., *S100a9*)].

## Data availability statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, GSE205818.

## Ethics statement

The animal study was reviewed and approved by The Johns Hopkins University Animal Care and Use Committee.

## Author contributions

JW, YLZ, XZ, WT, RW, YS, and YZ performed experiments, analyzed data, and review the manuscript. PG designed and supervised the study, and wrote the manuscript. All authors read and approved the final version of the manuscript.

## Funding

This work was supported by grants from the US National Institutes of Health (NIH) (1R01AI153331 and R01AI141642 to PG). This study was also supported by grants from the National Natural Science Foundation of China (31900667 to WT) and Shenzhen Scientific Technology Basic Research Project (JCYJ20190812171617278 to WT).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Type II alveolar epithelial cell aryl hydrocarbon receptor protects against allergic airway inflammation through controlling cell autophagy
**Source:** Front Immunol. 2022 Jul 22;13:964575. doi: 10.3389/fimmu.2022.964575
**Supplement:** Supplementary file 1

**Table S1. Antibodies used for western blot (WB) and immunofluorescence (IF) staining**

| Target   | Species | Clone      | Assay (dilution)          | Company                  |
|----------|---------|------------|---------------------------|--------------------------|
| Atg5     | mouse   | 603813     | IF (1:100)                | R&D systems              |
| Beclin1  | mouse   | G-11       | IF (1:50)                 | Santa Cruz Biotechnology |
| LC3B     | Rabbit  | 1251B      | IF (1:100)                | R&D systems              |
| P62      | Rabbit  | NBP1-48320 | IF (1:100)                | NOVUSBIO                 |
| Sftpc    | mouse   | 4A10       | IF (1:200)                | Abnova                   |
| Sftpc    | Rabbit  | AB3786     | IF (1:200)                | Millipore                |
| S100A9   | Goat    | AF2065-SP  | IF (1:100)                | R&D systems              |
| Calcoco2 | Mouse   | F-6        | IF (1:50)                 | Santa Cruz Biotechnology |
| AhR      | Rabbit  | GTX129013  | IF (1:100)<br>WB (1:1000) | GeneTex                  |
| β-Actin  | Mouse   | 2F1-1      | WB (1:1000)               | BioLegend                |

**Table S2. primers for RT-PCR**

| Gene     | Species | NCBI GeneID | Sequence (5'-3')                                               |
|----------|---------|-------------|----------------------------------------------------------------|
| ATG5     | Mus     | 11793       | Fwd: GACAAAGATGTGCTTCGAGATGTG<br>Rev: GTAGCTCAGATGCTCGCTCAG    |
| GAPDH    | Mus     | 14433       | Fwd: GGAGCGAGATCCCTCCAAAAT<br>Rev: GGCTGTTGTCATACTTCTCATGG     |
| LC3A     | Mus     | 66734       | Fwd: AGCTTCGCCGACCGCTGTAAG<br>Rev: CTTCTCCTGTTTCATAGATGTCAGC   |
| LC3B     | Mus     | 67443       | Fwd: CGGAGCTTTGAACAAAGAGTG<br>Rev: TCTCTCACTCTCGTACACTTC       |
| Beclin1  | Mus     | 56208       | Fwd: CTGAAACTGGACACGAGCTTCAAG<br>Rev: CCAGAACAGTATAACGGCAACTCC |
| p62      | Mus     | 18412       | Fwd: TGTGGAACATGGAGGGAAGAG<br>Rev: TGTGCCTGTGCTGGAAGTTTC       |
| AhR      | Mus     | 11622       | Fwd: ATGAGCAGCGGCGCCAACAT<br>Rev: AGGCTGGCCAGGCGGTCTAA         |
| Sh3bp4   | Mus     | 98402       | Fwd: AAGTCGGAGGGGACTCTGATA<br>Rev: CGTGGGGTTGTCTACGAGC         |
| Calcoco2 | Mus     | 76815       | Fwd: GCCCCATACCTACCTTGCTG<br>Rev: TCGAGGGATGAACTTTTCAGTG       |
| Prkd1    | Mus     | 18760       | Fwd: GGGGGCATCTCGTTCCATC<br>Rev: GTGCCGAAAAAGCAGGATCTT         |
| Usp10    | Mus     | 22224       | Fwd: AACCCACAGTATATCTTTGGCG<br>Rev: CCCTCACTAGGTTTCGATGACTTC   |
| S100a9   | Mus     | 20202       | Fwd: AACTCTAGGAAGGAAGGACACC<br>Rev: TCCATGATGTCATTTATGAGGGC    |
| AhR      | Hemo    | 196         | Fwd: ACATCACCTACGCCAGTCGC<br>Rev: TCTATGCCGCTTGGAAGGAT         |
| Sh3bp4   | Hemo    | 23677       | Fwd: ACCCTGATTGACCTGAGCGA<br>Rev: GGGGTTGTCTACGAGCAAGG         |
| Calcoco2 | Hemo    | 10241       | Fwd: TGAAGGAGGCGCAAGACAAAA<br>Rev: CATCTGCTGTTGCTCCAAGGT       |
| Prkd1    | Hemo    | 5587        | Fwd: CTTTTTCGCCATGACCCTACC<br>Rev: GGAAGCTGACAAGACCACTTCA      |

|                |      |       |                                                                           |
|----------------|------|-------|---------------------------------------------------------------------------|
| Usp10          | Hemo | 9100  | Fwd: ATTGAGTTTGGTGTGCGATGAAGT<br>Rev: GGAGCCATAGCTTGCTTCTTTAG             |
| S100a9         | Hemo | 6280  | Fwd: CTGGACACAAATGCAGACAAG<br>Rev: GTCACCCTCGTGCATCTT                     |
| $\beta$ -Actin | Hemo | 60    | Fwd: AGAAAATCTGGCACCACACC<br>Rev: CAGAGGCGTACAGGGATAGC                    |
| ATG5           | Hemo | 9474  | Fwd: AACTGAAAGGGAAGCAGAACCA<br>Rev: CCATTTCAGTGGTGTGCCTTC                 |
| LC3A           | Hemo | 84557 | Fwd: CCAGCAAAATCCCGGTGAT<br>Rev: TGGTCCGGGACCAAAAACCT                     |
| LC3B           | Hemo | 81631 | Fwd: ACCATGCCGTCGGAGAAG<br>Rev: GGTTGGATGCTGCTCTCGAA                      |
| Beclin1        | Hemo | 8678  | Fwd: GGCTGAGAGACTGGATCAGG<br>Rev: CTGCGTCTGGGCATAACG                      |
| p62            | Hemo | 8878  | Fwd: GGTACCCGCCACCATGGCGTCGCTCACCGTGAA<br>Rev: TCTAGACAACGGCGGGGGATGCTTTG |

---

How the deposited data were processed for this re-analysis (not part of the article)

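RNA-seq libraries of AT2 cells were prepared by the authors from *AhR f/f* and *Sftpc-Cre;AhR f/f* mice, with 3 libraries for each of 4 groups: cells treated for 24 h with PBS or with CRE at 50 µg/ml, in each genotype. Mice of these lines were on a C57BL/6 background. The authors made stranded mRNA libraries, aligned the reads with STAR to GRCm38 and took gene expression as counts by Salmon, and the deposited count of each gene is a whole number that was not normalized. How the whole numbers were reached is not stated. The paper names the RefSeq database for annotation, whereas all 55450 gene IDs of the counts were found in GENCODE M21. Which annotation made the counts is therefore not known. The deposited FPKM of each gene was made by the authors from its count, and it holds 0.0001 where the count is 0. It was checked on 11509 genes that the FPKM equals the count times 1 factor per gene and library. The combined table of all 12 libraries holds the same values as the 12 single ones and was not used.

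The counts held 55450 genes, all found in GENCODE M21, from which symbols, positions and exons were taken; 32083 genes had a count in any library. Total counts per library lay between 68878065 and 80935797, and the 10 most abundant genes took 4.74% to 5.53% of them. A library with 0 counts of a gene is compatible with up to 3, so 3 counts served as the floor, and a fold change against a group with every library at or under it is given as a lower bound. Counts were normalized with TMM and genes filtered with filterByExpr by group at a minimum count of 10 in edgeR 4.0.16 under R 4.3.3, leaving 20612 genes. Tables and figures were made with R and Python 3.11.15.

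Conditions were taken from the sample labels, and no library was left out or regrouped. Each of the 4 comparisons (CRE against PBS in each genotype, *Sftpc-Cre;AhR f/f* against *AhR f/f* cells with PBS and with CRE) and their interaction was a contrast in 1 fit of 4 group means to all 12 libraries. Differential expression was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Each SE of a log2 fold change was computed back from the F statistic of that test. The paper's rule was applied with limma-trend (limma 3.58.1) on log2 CPM with a prior count of 2, an unadjusted p below 0.05 and an absolute log2 fold change above 0.5. The tests, the gene lists, the named genes and the alternatives were chosen before the data were examined, except for 1 alternative of the neighbour test, the interaction with pairing within genotype and the tests named as such in the closing section. Named genes are every gene that the RNA-seq text and Figures 7 and 8 of the paper name, the autophagy genes it measured by RT-PCR, *Ahr*, *Tgfb1*, *Sftpc*, the genes of the lists reported, and for each comparison the 10 genes with the largest absolute log2 fold change among those called by edgeR whose groups did not overlap.

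Gene lists, 12 in all, written from general knowledge (core autophagy, motile cilium, AhR targets, neutrophils, alveolar macrophages, leukocytes, endothelium, fibroblasts, club cells, AT2 cells, AT1 cells and interferon response) were tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 60 tests. Fry and camera with an estimated correlation were alternatives. The autophagy list was also tested with Fisher's exact test. Whether called genes lie near each other was tested with 10000 random draws of as many tested genes, with a window of 1 Mb. GO annotation was not at hand, so no GO term was tested.

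The alternatives tried were DESeq2 1.42.0, limma with Benjamini-Hochberg adjustment, limma-voom, size factors in the style of DESeq2, library size alone, no filter, a filter of 1 CPM in 3 libraries, a prior count of 0.5, log2(FPKM + 1), only the 6 libraries compared, the replicate number as an additive term, pairing within genotype and leaving out each library in turn. The counting of calls was tested on simulated data of 3 libraries against 3, drawn independently of each other. There limma with Benjamini-Hochberg adjustment called 134 of 200 changed genes and DESeq2 154, with 9 and 72 unchanged genes called. In the simulated comparison without a change DESeq2 called 35 of 19929 genes.

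Whether replicate numbers pair the libraries was checked by correlating deviations from the group mean over 12997 genes. Between CRE and PBS the libraries of the same number had correlations of 0.746, 0.378 and 0.685 in *AhR f/f* cells and 0.588, 0.526 and 0.377 in *Sftpc-Cre;AhR f/f* cells. Between genotypes they were 0.470, 0.108 and 0.165 with PBS, where libraries of different numbers reached 0.276, and 0.412, -0.011 and 0.076 with CRE. The values with pairing are therefore given beside the results for the CRE responses and, with less ground, for the genotypes under PBS. Under CRE replicates 2 and 3 of the genotypes share only a number, and the values with the replicate number as a term are given for that comparison only in the part on the dependence on processing.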

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

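All tests of explanations in this part were chosen only after the result was seen. *Ahrr* drew attention because it was higher with CRE than with PBS in every replicate pair of *AhR f/f* cells and lower in every pair of *Sftpc-Cre;AhR f/f* cells. The counts were 307, 199 and 181 with PBS and 417, 392 and 315 with CRE in *AhR f/f* cells, and 139, 56 and 66 with PBS and 121, 38 and 57 with CRE in *Sftpc-Cre;AhR f/f* cells. The interaction was -0.90 on the log2 scale, with an adjusted p of 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (-0.95, SE 0.245, unadjusted p = 0.00609 and adjusted p = 0.494 with pairing within genotype), and the opposite direction of the pairs was itself not tested. Among 29 genes examined in this way 2 showed the pattern, where 0.906 is expected by chance. Counting error alone is argued against as the cause of the difference between genotypes, since the summed counts per library size gave a log2 difference of -0.88, or -5.88 times its counting error. Whether *Ahrr* fell in *Sftpc-Cre;AhR f/f* cells stays open, since that change was -1.75 times its counting error. A loss of the AhR-dependent rise of *Ahrr* needs no fall in *Sftpc-Cre;AhR f/f* cells and may explain the difference; it cannot be told apart from the spread between mice because the interaction did not pass with adjustment over all genes and *Ahrr* was picked out among the 29 for its pattern.

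*Calcoco2* showed the reverse: its CPM fell with CRE in every *AhR f/f* pair and rose in every *Sftpc-Cre;AhR f/f* pair, with an interaction of 1.93 on the log2 scale and an adjusted p of 1 by edgeR's test with Benjamini-Hochberg adjustment (2.18 and 0.696 with pairing within genotype); the opposite direction of the pairs was not tested. The counts were 23, 11 and 13 with PBS and 0, 11 and 11 with CRE in *AhR f/f* cells, and 16, 27 and 21 with PBS and 51, 34 and 26 with CRE in *Sftpc-Cre;AhR f/f* cells. The summed counts per library size gave a log2 difference between genotypes of 1.99, or 4.57 times its counting error. The rise in *Sftpc-Cre;AhR f/f* cells was 3.69 times its counting error. Counting error alone is therefore argued against for the sums only. Both values rest largely on replicate 1, which went with CRE from 23 to 0 counts in *AhR f/f* and from 16 to 51 in *Sftpc-Cre;AhR f/f* cells. The sums were not tested without replicate 1, so counting error stays open for the smaller changes of the other replicates. In *AhR f/f* replicate 2 the count was 11 with both treatments, so its fall in CPM comes from the scaling of the libraries alone. The spread between mice may explain the pattern, and an effect of the deletion on the response to CRE cannot be told apart from it because the interaction did not pass and *Calcoco2* too was picked out among the 29 genes. This holds for the sequenced libraries alone. The paper separately reports *Calcoco2* as higher in AT2 cells with the deletion by RT-PCR and by immunostaining, which were not examined here.

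*C130046K22Rik* (chromosome 11, 103697724 to 103722832) is not discussed in the paper and had 0 counts in all 6 libraries of *Sftpc-Cre;AhR f/f* cells. In *AhR f/f* cells it was at 1.49 ± 0.486 CPM with PBS and 1.55 ± 0.0901 CPM with CRE (SD, n = 3), so that it was at least 36.6-fold and 37.8-fold lower in *Sftpc-Cre;AhR f/f* cells. The adjusted p was 0.00363 under PBS and 0.00314 under CRE by edgeR's test with Benjamini-Hochberg adjustment, and with only the 6 libraries compared it was 0.0831 under PBS (range over 14 alternatives 1.9e-10 to 0.0831, and 1.7e-10 to 0.0312 under CRE). Of the 208 genes under the paper's rule in the same direction in both genotype comparisons, 14 lay between 100 and 120 Mb of chromosome 11, with 3.55 expected, 6 between 20 and 40 Mb of chromosome 12, which holds *Ahr*, with 0.928 expected, and 8 between 100 and 120 Mb of chromosome 7, with 2.11 expected. The fullest stretch of 20 Mb had a permutation p of 0.044. The same scan of the 217 genes that responded to CRE in both genotypes gave 0.036, although no haplotype can differ with treatment, so the test cannot single out a haplotype. A haplotype linked to 1 of the mouse lines may explain a gene without any count in 6 libraries, and an effect of AhR loss cannot be told apart from it because genotype and mouse line are the same grouping.

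The AhR target list rose with CRE in *Sftpc-Cre;AhR f/f* cells, a comparison in which the paper does not discuss AhR targets. Its adjusted p was 1.9e-04 in camera with Benjamini-Hochberg adjustment, 0.0334 in fry and 0.0534 in camera with an estimated correlation; the median log2 fold change was 0.36, with 9 of 10 genes higher, and it was 0.22 without CRE replicate 1 of the *Sftpc-Cre;AhR f/f* cells (camera adjusted p 0.0299 with Benjamini-Hochberg adjustment). edgeR called 0 of the genes, 2 when adjusted over the list alone, and 3 had an unadjusted p below 0.05. The summed CPM was 298.1, 285.8 and 311.1 with PBS. In *AhR f/f* cells the list rose too, with an adjusted p of 1.6e-05 in camera with Benjamini-Hochberg adjustment (0.0102 in fry, 0.0345 with an estimated correlation), a median of 0.54 and 10 of 10 genes higher, and its summed CPM was 954.4, 1077 and 975.3 with PBS. The TMM normalization is argued against as the cause, since the mean log2 TMM factor differed by 0.0247 between CRE and PBS libraries of *Sftpc-Cre;AhR f/f* cells. The difference of the CRE response of the list between genotypes had an adjusted p of 0.561 (camera with Benjamini-Hochberg adjustment), and of 0.381 over the 12 lists with pairing within genotype. Cells in which *AhR* was not recombined could carry the rise, and so could a response that does not need AhR; they cannot be told apart because recombination was not measured per cell.

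The AT1 marker list, which the paper does not discuss, was lower with CRE in both genotypes, with an adjusted p of 1.6e-05 in each in camera with Benjamini-Hochberg adjustment. This did not hold in fry (0.0971 and 0.155) or with an estimated correlation (0.260 in both). These fits, like that of the edgeR calls below, did not pair the CRE and PBS libraries. With the replicate number as an additive term, camera with Benjamini-Hochberg adjustment gave 1.3e-07 and 2.8e-08. The summed CPM fell in every pair, from 1669, 1991 and 2107 to 1119, 1351 and 1403 in *AhR f/f* cells. In *Sftpc-Cre;AhR f/f* cells it fell from 1769, 2398 and 2030 to 1295, 1657 and 1459. The median log2 fold change was -0.60 in *AhR f/f* cells and -0.44 in *Sftpc-Cre;AhR f/f* cells, all 8 genes were lower in each, and it was -0.33 in *AhR f/f* cells without PBS replicate 3. edgeR called 0 of the 8 over all genes in either genotype, 5 and 4 when adjusted over the list alone, and 5 and 4 had an unadjusted p below 0.05. All 8 genes also reached 1 CPM in PBS-treated *AhR f/f* cells. *Clic5*, the most abundant of the list, was at 765 ± 85.1 CPM with PBS and 560.1 ± 69.1 CPM with CRE in *AhR f/f* cells (SD, n = 3), and at 880.0 ± 85.7 and 648 ± 39.6 CPM in *Sftpc-Cre;AhR f/f* cells. *Ager* went from 586.8 to 302.5 CPM in *AhR f/f* cells and from 597.5 to 368.7 CPM in *Sftpc-Cre;AhR f/f* cells. The log2 fold changes in *AhR f/f* cells ran from -1.46 (SE 0.36) for *Rtkn2* to -0.048 (SE 0.20) for *Akap5*. A smaller share of AT1-like cells with CRE and a lower expression of these genes in the cultured AT2 cells may each explain the median of -0.60, and they cannot be told apart because the cells were not measured singly.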

How the results depend on the processing

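The 4 counts under the paper's rule stayed within 1.5 times of the value reported with library size alone, DESeq2-style size factors, a prior count of 0.5, only the 6 libraries compared, limma-voom, edgeR in place of limma, the replicate block and each fit without 1 library. Over all of these they ran from 694 to 1118, 612 to 854, 644 to 980 and 614 to 857, and over the fits without 1 library from 749 to 1118, 664 to 793, 719 to 944 and 627 to 847. Here and below the order is CRE in *AhR f/f*, CRE in *Sftpc-Cre;AhR f/f*, genotypes under PBS, genotypes under CRE. They moved to 1332, 1230, 1310 and 1221 with no filter on low counts, to 537, 446, 530 and 445 with at least 1 CPM in 3 libraries, both by the number of genes tested, to 297, 265, 275 and 246 with log2(FPKM + 1), whose cause was not tested, and to 48, 58, 33 and 36 with the adjusted p.

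edgeR calls were 409, 254, 243 and 174 with DESeq2, and 23 for the interaction; the cause was not tested. With the replicate number as an additive term they were 137, 112, 71 and 55, and with pairing within genotype 157 and 163. For the genotypes under CRE, here and below, the block has little ground. Replicate 1 had a correlation of 0.412 between genotypes, above the 0.3665 that libraries of different numbers reached, but replicates 2 and 3 had -0.011 and 0.076. The interaction with that pairing, added after the data were seen, gave 0 calls in edgeR's test with Benjamini-Hochberg adjustment (smallest adjusted p = 0.2745, 1874 genes with an unadjusted p below 0.05). With only the 6 libraries compared they were 13 for CRE in *Sftpc-Cre;AhR f/f* cells and 15 for the genotypes under PBS, where fewer libraries estimate the spread. Across the fits that each left out 1 library they ran from 19 to 49, from 23 to 62, from 15 to 26, from 21 to 30, and for the interaction from 0 to 2. Called AhR target genes went from 5 to 2 under PBS with only the 6 libraries compared and from 5 to 9 under CRE with DESeq2.

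Lists past the camera threshold were 2, 2, 4 and 5, and 0 for the interaction; fry left 1 in each of the 4, and camera with an estimated correlation 1, 0, 1 and 1. Without 1 library they were 2 to 5, 2 to 4, 2 to 5, 4 to 7, and 0 to 2 for the interaction. With pairing within genotype, added after the data were seen, the AT2 list passed for the interaction (camera 0.0257, fry 0.00505, Benjamini-Hochberg adjustment over 12 lists). Calls of edgeR with another call within 1 Mb were 10 for CRE in *AhR f/f* cells, 9 within 0.2 Mb (permutation p = 2.0e-04), 11 within 5 Mb (p = 0.477) and 553 under the paper's rule (p = 0.256). For CRE in *Sftpc-Cre;AhR f/f* cells they were 16 within 0.2 Mb (permutation p = 1.0e-04, the smallest that 10000 draws can give), 21 within 5 Mb (p = 0.0385) and 435 under the paper's rule (p = 0.0201). Under CRE between genotypes they were 0 within 0.2 Mb (permutation p = 1), and for the genotypes under PBS 78 (p = 0.0036) among the rule genes shared by both treatments, an alternative chosen after seeing the data. The cause was not tested. The Fisher test of the autophagy list stayed above 0.05 in every alternative run.

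Of 1124 alternatives for 79 log2 fold changes of named genes, 974 kept direction and side of the threshold, 19 gained the call, 5 changed direction and the others lost the call. Across the fits without 1 library, *Ahr* under PBS ran from -0.034 to 0.12, and *Ugt1a6b* from -0.72 to 0.23 under PBS and from -0.61 to 0.45 under CRE. The 5 changes of direction were *Ahr* under PBS, -0.034 without PBS replicate 1 of *Sftpc-Cre;AhR f/f* cells, *Ugt1a6b* under PBS, 0.23 without PBS replicate 1 of *AhR f/f* cells and 0.18 without PBS replicate 3 of *Sftpc-Cre;AhR f/f* cells, and *Ugt1a6b* under CRE, 0.45 without CRE replicate 2 of *AhR f/f* cells and 0.36 without CRE replicate 3 of *Sftpc-Cre;AhR f/f* cells; the cause was not tested. Of the calls gained, 12 came with DESeq2 and 4 with the replicate block: *Ahrr* under CRE (0.0163), *Cyp1a1* under PBS (0.00263) and CRE (0.00673) and *Slc26a4* under CRE (0.0163), each an adjusted p by edgeR with Benjamini-Hochberg adjustment; *Car4* under CRE was not called there (0.0917). For the genotypes under CRE *S100a9* met the paper's rule with the block (limma-trend p of 7.9e-04), and the leukocyte (0.00107) and AT1 (0.00287) lists passed camera with Benjamini-Hochberg adjustment. The block changed no other call of a named gene except with pairing within genotype, which lost *Car4* and *Noxo1* with CRE in *AhR f/f* cells and *Pglyrp1* in *Sftpc-Cre;AhR f/f* cells (0.0684). With only the 6 libraries compared 24 calls were lost, among them *Cxcl2* (0.0914) and *Ccl20* (0.0937) in *AhR f/f* cells and *Ccl20* (0.0761) in *Sftpc-Cre;AhR f/f* cells.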

Differences from the paper's values

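All 12 counts of differentially expressed genes that the paper states (total, lower and higher in 4 comparisons) were within 1.5 times of the values here. The paper's totals were 863 and 685 genes with CRE in *AhR f/f* and *Sftpc-Cre;AhR f/f* cells, and 845 and 717 between genotypes with PBS and CRE, against 848, 696, 846 and 705 here. For CRE in *Sftpc-Cre;AhR f/f* cells the paper's 318 lower and 377 higher genes add to 695, not to the paper's 685. Under 4 of the 23 alternatives set before the data were examined (no filter, 1 CPM in 3 libraries, log2(FPKM + 1) and the adjusted p), all 4 totals were more than 1.5 times away from the paper's. The number of genes higher under CRE between genotypes was 227 without CRE replicate 1 of the *Sftpc-Cre;AhR f/f* cells, against the paper's 361.

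The paper lists *S100a9* among the autophagy-associated genes lower in CRE-treated *Sftpc-Cre;AhR f/f* cells. It also reports lower *S100a9* by RT-PCR in AT2 cells with the deletion, which was not examined here. In the libraries the limma-trend p of *S100a9* was 0.0950, which did not meet the paper's rule. It met the rule in the fit restricted to the libraries compared (limma-trend p of 0.0386) and without CRE replicate 2 of the *Sftpc-Cre;AhR f/f* cells (0.0415). In the other settings, apart from the replicate block given in the part on the dependence on processing, the limma-trend p lay between 0.0613 and 0.262.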

Other observations

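Tests of both explanations for *Ahr*, of AhR activity and of shared reads for the *Trim* genes, and of *Zbtb22* were chosen only after the result was seen. Each comparison has 10 splits of its 6 libraries into 3 and 3. As many edgeR calls as the real split were given by 1 split, the real one itself, in each comparison: 48 against at most 2, 54 against at most 1, 31 against at most 1, and 35 against at most 3 in the others. As many genes under the paper's rule were given by 5 and 4 of the 10 splits with CRE in *AhR f/f* and *Sftpc-Cre;AhR f/f* cells, and by 3 and 2 of the 10 splits between genotypes under PBS and CRE, the real split included. Among the 4 splits that part all 3 replicate pairs the real one was the largest for the CRE responses and the genotypes under PBS: 848 against 293 to 336, 696 against 274 to 307, and 846 against 473 to 679. The real split was also the largest of these for the genotypes under CRE, 705 against 402 to 641, though the numbers of replicates 2 and 3 do not pair the libraries there. The 6 splits that part 1 pair gave 447 to 1473, 587 to 846 and 410 to 1059, and 384 to 857 for the genotypes under CRE. With mice kept whole, the 208 rule genes shared by both genotype comparisons were reached by 5 of the 10 splits of the mice, the others giving 33 to 593, whereas the 25 shared edgeR calls met 0 to 1. 10 splits cannot give a share below 0.1.

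The first principal component, 24.9% of the variance, set replicate 1 of all 4 groups apart from replicates 2 and 3. With PBS and CRE, the leukocyte list summed to 702 and 631.5 CPM in replicate 1 of *AhR f/f* cells and 491.8 and 498.5 CPM in that of *Sftpc-Cre;AhR f/f* cells. The other libraries had 32.5 to 169 CPM. The AT2 sum was lowest in replicate 1 of *Sftpc-Cre;AhR f/f* cells (4732 and 4919 CPM), but not in that of *AhR f/f* cells (8799 and 7775 CPM). Whether the mix of cells differs between libraries was not tested. *Xist* reached at most 0.396 CPM in any library and *Ddx3y* lay between 45.7 and 78.4 CPM, so a different number of male and female mice per group is argued against.

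*Trim34b*, *Trim34a*, *Trim12a*, *Trim30d* and *Trim5* differed between genotypes under both treatments. Reads moved among the near-identical paralogs of this stretch are argued against as the whole cause, since the summed CPM of all 19 annotated genes with a count there, neighbouring paralogs included, was 43.2 ± 8.29 in *Sftpc-Cre;AhR f/f* cells and 72.7 ± 12.1 in *AhR f/f* cells under PBS, a log2 ratio of -0.75, and -0.77 under CRE (exact permutation p = 0.1 in each, the smallest that 3 libraries against 3 allow). The highest library of *Sftpc-Cre;AhR f/f* cells was at 52.6 CPM under PBS and 55.2 CPM under CRE, and the lowest of *AhR f/f* cells at 59.9 and 64.7 CPM. Reads that went to genes elsewhere or to no gene, and reads moved among these genes for part of the changes, stay open. Of the edgeR calls between genotypes under PBS, 2 had another call within 1 Mb (permutation p = 0.522), but none of the 5 genes is itself called, so a linked haplotype stays open. Replicate 2 of CRE-treated *Sftpc-Cre;AhR f/f* cells had the highest *Trim12a* of its group, while its AhR target sum of 360.6 CPM was as low as in its group's other libraries. Loss of AhR activity shared by the 3 mice does not account for that difference between them, and a haplotype that differs between mice may, though this was not tested. For the difference between genotypes, loss of AhR activity and a linked haplotype cannot be told apart because genotype and mouse line are the same grouping. Other genes of the stretch had log2 fold changes under PBS and CRE of 0.40 and 0.22 (*Trim6*), 0.25 and 0.02 (*Trim12c*), -0.84 and -1.61 (*Trim30b*) and -0.63 and -0.90 (*Trim30a*).

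*S100a9* fell in *Sftpc-Cre;AhR f/f* cells together with other neutrophil genes: the 14 without it had a median of -0.98 under CRE, 13 lower, 0 called and 1 with an unadjusted p below 0.05. A smaller share of neutrophils left in the cultures is a candidate explanation. *Ltf*, the most abundant of the others with PBS, was at 9.90 ± 4.10, 14.2 ± 8.55, 3.60 ± 0.943 and 6.61 ± 2.64 CPM and *S100a8* at 9.02 ± 5.98, 8.17 ± 3.72, 2.64 ± 1.52 and 2.79 ± 2.18 CPM in *AhR f/f* cells with PBS and CRE and *Sftpc-Cre;AhR f/f* cells with PBS and CRE (SD, n = 3). The neutrophil list of 16 genes (15 tested, 13 at 1 CPM in PBS-treated *AhR f/f* cells, 1 named in the paper) was lower under PBS (median -1.04, 14 of 15 lower, 0 called, 2 with an unadjusted p below 0.05) and CRE (median -1.10, 14 of 15 lower, 0 called, 1 with an unadjusted p below 0.05), with adjusted p-values of 0.0067 and 5.3e-04 in camera with Benjamini-Hochberg adjustment, but 0.998 and 0.8997 in fry. Camera no longer passed without PBS replicate 1 (0.141) or 2 (0.190) of *AhR f/f* cells or PBS replicate 3 of *Sftpc-Cre;AhR f/f* cells (0.170), nor under CRE without CRE replicate 3 of *Sftpc-Cre;AhR f/f* cells (0.0847), and the median under CRE was -0.72 without CRE replicate 2 of *AhR f/f* cells. The summed CPM was 86.8, 82.0 and 24.4, then 89.5, 91.1 and 46.9 in *AhR f/f* cells with PBS and CRE, and 32.0, 35.0 and 12.4, then 63.5, 47.1 and 19.8 in *Sftpc-Cre;AhR f/f* cells.

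*Siglecf* fell with CRE in *AhR f/f* cells, and the 13 other alveolar macrophage genes had a median of -0.30 there, 9 of them lower, and -0.45 in *Sftpc-Cre;AhR f/f* cells. These medians turned positive without PBS replicate 1 (0.58 and 0.21), and without CRE replicate 1 they were -1.12 and -1.17; in *AhR f/f* cells the median was also positive without CRE replicate 3 (0.14) and was -0.72, -0.71 and -0.15 without PBS replicate 2, PBS replicate 3 and CRE replicate 2, and in *Sftpc-Cre;AhR f/f* cells it was -0.74, -0.71, -0.28 and -0.17 without PBS replicate 2, PBS replicate 3, CRE replicate 2 and CRE replicate 3. They went both ways: *Marco* had a log2 fold change of 0.56 (SE 1.18) and *Ear2* one of -1.79 (SE 1.19). *Plet1*, the most abundant of them and also made by epithelial cells, was at 136 ± 5.36, 393 ± 57.0, 110.3 ± 4.04 and 289.5 ± 41.0 CPM in *AhR f/f* cells with PBS and CRE and *Sftpc-Cre;AhR f/f* cells with PBS and CRE (SD, n = 3), and *Chil3* at 21.5 ± 20.2, 18.1 ± 12.8, 15.2 ± 13.5 and 11.1 ± 7.54 CPM in the same order. A different share of alveolar macrophages may explain the fall and cannot be told apart from a response to CRE because the markers disagree and single libraries set their median.

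Motile cilium genes were higher in *Sftpc-Cre;AhR f/f* cells, with a median of 0.52 under CRE (0.30 without CRE replicate 1 of the *Sftpc-Cre;AhR f/f* cells), as a larger share of ciliated cells would give; this remains a hypothesis, since a change of these genes within AT2 cells was not tested. *Foxj1*, the most abundant of the list, was at 51.2 ± 11.2, 48.8 ± 8.99, 78.3 ± 29.4 and 81.8 ± 27.2 CPM in *AhR f/f* cells with PBS and CRE and *Sftpc-Cre;AhR f/f* cells with PBS and CRE (SD, n = 3). The summed CPM under PBS was 318.4, 353.7 and 447.8 in *AhR f/f* cells and 718.3, 443.1 and 458.3 in *Sftpc-Cre;AhR f/f* cells, so replicate 1 stands out in *Sftpc-Cre;AhR f/f* cells. Camera under PBS gave an adjusted p of 2.5e-10 with Benjamini-Hochberg adjustment, 0.832 in fry and 0.988 with an estimated correlation.

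*Ahr* counts in *Sftpc-Cre;AhR f/f* cells were not lower under PBS (log2 fold change 0.039), and under CRE they were lower by a small amount (log2 fold change -0.18, SE 0.12) that did not pass edgeR's test with Benjamini-Hochberg adjustment. Recombination in few cells is argued against, since the AhR target list had a median of -1.39 under CRE with all genes lower. Exon 2 (chromosome 12, 35526681 to 35526868), which holds the reverse RT-PCR primer, makes up 188 of 5548 nt, or 3.39% of the transcript, so loss of 1 exon may leave the gene's count near its level. Which exon was deleted cannot be seen from counts per gene.

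*Zbtb22* fell with CRE in *AhR f/f* cells while the sum of *Zbtb22* and *Tapbp* had a log2 ratio of 0.10, so reads moving to *Tapbp* may explain the fall, and the far larger *Tapbp* counts would hide it. A response to CRE cannot be told apart from it.

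Calls of edgeR with another call within 1 Mb numbered 10 (3.37 by chance, permutation p = 0.0178) and 17 (4.25 by chance, permutation p = 3.0e-04) with CRE in *AhR f/f* and *Sftpc-Cre;AhR f/f* cells, and 2 (1.80 by chance, permutation p = 0.607) between genotypes under CRE. Among genes under the rule in both comparisons they were 78 (54.4 by chance, permutation p = 0.0036) between genotypes and 85 (58.8 by chance, permutation p = 0.0011) with CRE, a setting chosen after seeing the data.

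No preset list shares a gene with another. Lists not past the camera threshold, by adjusted p with Benjamini-Hochberg adjustment in the order CRE in *AhR f/f*, CRE in *Sftpc-Cre;AhR f/f*, PBS, CRE between genotypes and interaction, were macrophage (0.5395, 0.5395, 0.706, 0.706, 0.999), leukocyte (0.740, 0.814, 0.242, 0.0987, 0.843), endothelial (0.242, 0.5395, 0.706, 0.304, 0.561), fibroblast (0.814, 0.5395, 0.814, 0.5395, 0.740), club cell (0.561, 0.809, 0.767, 0.570, 0.5395) and AT2 (0.355, 0.650, 0.0604, 0.2035, 0.706). The AT1 list gave 0.5395, 0.107 and 0.653 for the last 3 of these, and the interferon list 0.767, 0.437, 0.561 and 0.348 for all but the CRE comparison of genotypes. There the interferon list was higher, with 0.0131 (0.498 in fry, 0.608 with an estimated correlation), a median of 0.16, 12 of 18 genes higher, 0 called and 2 with an unadjusted p below 0.05; it was 0.153 without CRE replicate 1 of *Sftpc-Cre;AhR f/f* cells, and the median was 0.32 without CRE replicate 3 of *AhR f/f* cells. The autophagy and cilium lists gave 0.767 and 0.2035 with CRE in *AhR f/f* cells, 0.981 and 0.5395 in *Sftpc-Cre;AhR f/f* cells, and 0.767 and 0.653 for the interaction; the neutrophil list gave 0.767, 0.999 and 0.767 there. Genes at 1 CPM in PBS-treated *AhR f/f* cells were 13 of 16 macrophage, 16 of 17 leukocyte, 12 of 13 endothelial, 8 of 10 fibroblast, 7 of 10 club cell, 13 of 13 AT2 and 16 of 18 interferon genes; the paper names 1 each of the macrophage, endothelial and AT2 lists. Of all list calls, those for AhR targets with CRE in *AhR f/f* cells and between genotypes held in both fry and the estimated correlation, and with CRE in *Sftpc-Cre;AhR f/f* cells in fry alone.

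List calls gained in camera (Benjamini-Hochberg adjustment) by leaving out 1 library were, with CRE in *AhR f/f* cells, macrophage (0.0220), endothelial (0.00632) and leukocyte (0.00223) without CRE replicate 1, endothelial without PBS replicate 2 (0.0139), leukocyte without PBS replicate 3 (0.00545) and cilium without CRE replicate 3 (5.3e-04) or PBS replicate 1 (0.00688). In *Sftpc-Cre;AhR f/f* cells they were AT2 without CRE replicate 3 (0.0113) or PBS replicate 1 (0.0239), interferon without PBS replicate 1 (0.0442) and cilium without CRE replicate 1 (1.8e-04) or PBS replicate 2 (0.0255). Between genotypes under PBS they were AT2 without PBS replicate 3 of *Sftpc-Cre;AhR f/f* cells (6.5e-05) and leukocyte without PBS replicate 1 of *AhR f/f* (1.4e-04) or PBS replicate 2 of *Sftpc-Cre;AhR f/f* cells (0.0415). Under CRE they were AT1 without CRE replicate 3 of *AhR f/f* (0.0319) or CRE replicate 1 of *Sftpc-Cre;AhR f/f* cells (0.0156), AT2 without CRE replicate 3 of *Sftpc-Cre;AhR f/f* cells (5.0e-04), endothelial (0.0053) and leukocyte (1.1e-06) without CRE replicate 1 of *AhR f/f* cells, fibroblast without CRE replicate 2 of *AhR f/f* cells (0.0199) and leukocyte without CRE replicate 2 of *Sftpc-Cre;AhR f/f* cells (0.00579). For the interaction they were AT2 without PBS replicate 3 of *Sftpc-Cre;AhR f/f* (0.0219), interferon (0.0331) and cilium (0.00129) without PBS replicate 1 of *Sftpc-Cre;AhR f/f*, leukocyte without CRE replicate 1 (0.00948) or PBS replicate 3 of *AhR f/f* (0.0253) and cilium without CRE replicate 3 of *AhR f/f* cells (0.0243). In the interaction with pairing within genotype, added after the data were seen, the AT2 list was higher (0.0257, Benjamini-Hochberg adjustment over 12 lists; fry 0.00505), and fry also passed club cell (0.0194), cilium (0.0409) and leukocyte (0.0462) lists, with 0.312, 0.577 and 0.312 in camera. With the replicate block, macrophage in *Sftpc-Cre;AhR f/f* cells (0.0209), leukocyte (0.0190) and AT2 (0.0417) under PBS passed too.

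For LC3A, LC3B, Atg5, Beclin-1 and p62 the paper used RT-PCR of mouse lung tissue and of human bronchial epithelial cells, and TGF-β1 was measured as secreted protein. The values here are RNA counts of isolated AT2 cells cultured with CRE, so they do not test those measurements. Genes the paper measured by RT-PCR had log2 fold changes between genotypes under CRE of -0.18 (*Map1lc3a*), -0.16 (*Map1lc3b*), -0.015 (*Atg5*), -0.021 (*Becn1*) and -0.016 (*Sqstm1*), with adjusted p-values of 0.957, 0.984, 1, 1 and 1 by edgeR's test with Benjamini-Hochberg adjustment. *Tgfb1* had 0.15 and *Sftpc* -0.071, both with an adjusted p of 1 in that edgeR test with Benjamini-Hochberg adjustment. *Bmf*, read from Figure 7F, had -0.78 (SE 0.15, adjusted p = 0.122 by edgeR's test with Benjamini-Hochberg adjustment), and DESeq2 called it (2.1e-04, range to 0.462). *Car4* was at least 4.54-fold higher in CRE-treated *Sftpc-Cre;AhR f/f* than *AhR f/f* cells (adjusted p = 0.0359 by edgeR's test with Benjamini-Hochberg adjustment), a call that held in none of the 6 fits without 1 library (0.0691 without CRE replicate 2 of *Sftpc-Cre;AhR f/f* cells to 0.114 without CRE replicate 2 of *AhR f/f* cells). *Ptgs2* under PBS had -0.96 (SE 0.15).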
